# Mammalian RNA Decay Pathways Are Highly Specialized and Widely Linked to Translation

**DOI:** 10.1016/j.molcel.2020.01.007

**Published:** 2020-03-19

**Authors:** Alex Charles Tuck, Aneliya Rankova, Alaaddin Bulak Arpat, Luz Angelica Liechti, Daniel Hess, Vytautas Iesmantavicius, Violeta Castelo-Szekely, David Gatfield, Marc Bühler

**Keywords:** RNA, translation, ribosome, RNA decay, RNA degradation, RNA surveillance, ribosome stalling, histones, SKIV2L, AVEN

## Abstract

RNA decay is crucial for mRNA turnover and surveillance and misregulated in many diseases. This complex system is challenging to study, particularly in mammals, where it remains unclear whether decay pathways perform specialized versus redundant roles. Cytoplasmic pathways and links to translation are particularly enigmatic. By directly profiling decay factor targets and normal versus aberrant translation in mouse embryonic stem cells (mESCs), we uncovered extensive decay pathway specialization and crosstalk with translation. XRN1 (5′-3′) mediates cytoplasmic bulk mRNA turnover whereas SKIV2L (3′-5′) is universally recruited by ribosomes, tackling aberrant translation and sometimes modulating mRNA abundance. Further exploring translation surveillance revealed AVEN and FOCAD as SKIV2L interactors. AVEN prevents ribosome stalls at structured regions, which otherwise require SKIV2L for clearance. This pathway is crucial for histone translation, upstream open reading frame (uORF) regulation, and counteracting ribosome arrest on small ORFs. In summary, we uncovered key targets, components, and functions of mammalian RNA decay pathways and extensive coupling to translation.

## Highlights

• Global profiling of mRNA decay pathways and aberrant translation events in mESCs
• XRN1 mediates mRNA turnover, whereas SKIV2L acts widely in translation surveillance
• AVEN interacts with ribosomes and the Ski complex and counteracts ribosome stalling
• Histone mRNAs, uORFs, and small ORFs are key targets of SKIV2L and AVEN

## Introduction

RNA decay ensures steady-state mRNA expression, eliminates aberrant transcripts, and remodels the transcriptome upon changing conditions (Bresson et al., 2017, Pérez-Ortín et al., 2013, Sohrabi-Jahromi et al., 2019, Tuck and Tollervey, 2013). In the nucleus, mRNAs are mainly degraded 3′–5′ by the exosome complex, assisted by factors including the helicase Mtr4 (MTR4) (Kilchert et al., 2016, LaCava et al., 2005, Mitchell et al., 1997, Schmid and Jensen, 2018). Cytoplasmic mRNA turnover is initiated by poly(A) tail removal and proceeds via 3′–5′ exoribonucleolysis by the exosome or decapping followed by 5′–3′ degradation by the exoribonuclease Xrn1 (XRN1) (Hsu and Stevens, 1993, Łabno et al., 2016, Parker, 2012, Zinder and Lima, 2017). Cytoplasmic exosome activity requires the Ski complex (Anderson and Parker, 1998), comprising the scaffold Ski3 (TTC37), two copies of Ski8 (WDR61), and the helicase Ski2 (SKIV2L). Ski2, like its homolog Mtr4, unwinds RNA and channels it to the exosome (Halbach et al., 2013). Many pathologies are linked to dysregulation of these factors. For example, XRN1 is downregulated in osteosarcoma (Pashler et al., 2016), exosome mutations are linked to cancer (Robinson et al., 2015) and neurological disorders (Morton et al., 2018), and Ski complex impairment causes a congenital bowl disorder (Fabre et al., 2012, Hartley et al., 2010).

The complexity of RNA decay makes it hard to study and fundamental questions remain. For example, do decay pathways act redundantly or target specific transcripts? If the latter, how is specificity achieved, and what advantage does it confer? Analyses of *S. cerevisiae* mutants suggest that Xrn1 contributes more than the exosome to cytoplasmic turnover (Parker, 2012). However, compensation between decay pathways and secondary effects make it unclear whether this reflects the physiological situation. Furthermore, higher eukaryotes have extra factors and pathways, including 3′ uridyltransferases acting in cytoplasmic decay (Łabno et al., 2016, Lim et al., 2014) and diverse MTR4-containing nuclear exosome adaptor complexes (Lubas et al., 2011, Meola et al., 2016).

A further challenge is that RNA decay is coupled to other RNA life cycle events. For example, the nuclear exosome is recruited during transcription to remove early termination products, introns, or full-length mRNAs (Kilchert et al., 2016). In the cytoplasm, there is crosstalk between translation and RNA decay, epitomized by surveillance pathways targeting mRNAs with premature termination codons (nonsense-mediated decay [NMD]), translational roadblocks (no-go decay [NGD]), or no stop codon (nonstop decay [NSD]) (Roy and Jacobson, 2013). A key event is mRNA cleavage at stalled ribosomes, which generates 5′ and 3′ RNA fragments that are cleared by the exosome and Xrn1 (Gatfield and Izaurralde, 2004, Ghosh and Jacobson, 2010, Guydosh and Green, 2017). Coupling between translation and degradation could be widespread and extend beyond surveillance (Ibrahim et al., 2018). In support of this, Xrn1 can act co-translationally (Hu et al., 2009, Pelechano et al., 2015), and structures capture the yeast Ski complex or Xrn1 bound to ribosomes (Schmidt et al., 2016, Tesina et al., 2019). There is intense interest in understanding whether decay factor interactions with the ribosome are conserved in higher eukaryotes, the functional relevance, and whether this constitutes a major decay route.

Here, we address key questions about mammalian mRNA decay. First, what are the physiological targets of major decay pathways? Second, focusing on cytoplasmic decay, to what extent is this coupled to translation, and what factors influence this? To reveal direct, physiological targets of decay factors, we used crosslinking and analysis of cDNAs (CRAC) to compare the transcriptome-wide interactions of XRN1, SKIV2L, and MTR4 in mouse embryonic stem cells (mESCs). Our data suggest that most mRNA turnover occurs via the 5′–3′ pathway, but some mRNAs (particularly those encoding histones) depend on cytoplasmic 3′–5′ decay. We find that SKIV2L and XRN1 directly bind ribosomes, and translation appears to assist bulk mRNA turnover by XRN1. Strikingly, SKIV2L is specifically and pervasively recruited to ribosome-occupied regions, suggesting it acts exclusively in translation-associated mRNA surveillance. Our data reveal triggers of ribosome stalling and SKIV2L recruitment, which we explore by globally mapping stalled ribosomes. Proteomic analyses identify the RNA-binding factor AVEN and uncharacterized protein FOCAD as Ski complex interactors. We observe AVEN binding to GC-rich RNAs predicted to be structured and increased SKIV2L binding, decay, and ribosome stalling at these regions upon *Aven* knockout. We conclude that AVEN and SKIV2L cooperate to counteract aberrant translation, with AVEN preventing ribosome stalls at structured regions and SKIV2L eliminating transcripts if these events accumulate. The AVEN-SKIV2L pathway acts on diverse substrates, including histone mRNAs, upstream open reading frames (uORFs), and small ORF (sORF)-containing RNAs. In summary, we uncover specialization between mammalian RNA decay pathways and widespread crosstalk with translation and establish SKIV2L and AVEN as components of a universal translation surveillance program.

## Results

### Mammalian RNA Decay Pathways Target Distinct Transcripts

To examine the specificity of RNA decay pathways (Figure 1A), we applied the CRAC approach to SKIV2L, XRN1, and MTR4 in mESCs (Granneman et al., 2009, Tuck et al., 2018). 

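CRAC maps the RNA fragments that are crosslinked by UV to a tagged protein. The libraries mapped here comprise 6 of SKIV2L, 5 of XRN1 and 3 of MTR4 from mouse embryonic stem cells (mESCs). The published MTR4 libraries that the paper adds are not counted in these numbers. For each mRNA, the authors pooled the libraries of a protein, scaled the 3 pooled count datasets to the sum of the smallest, and divided each by the total over MTR4, SKIV2L and XRN1. The authors' deposited table lists this relative binding as a ratio for 7240 mRNAs, so the depth and the spread between replicates behind a single value are unknown. Because the ratios to the 3 proteins sum to 1 for each mRNA, a high value for one protein lowers the values for the others. In the authors' deposited table the ratio exceeded 0.5 for SKIV2L in 857 mRNAs, for MTR4 in 1479 mRNAs and for XRN1 in 1250 mRNAs, and for none of the proteins in 3654 mRNAs.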

After endogenously 3xFLAG-Avi tagging these proteins (Figure S1A; Table S1) (Flemr and Bühler, 2015), we crosslinked cells with UV (254 nm) to fix protein-RNA interactions, purified ribonucleoproteins (RNPs) under denaturing conditions, performed a limited RNase digestion, and sequenced the RNA fragments (Figure 1B). We performed five or six technical replicates (including three published MTR4 datasets; Table S2). Global comparison of mRNAs bound by SKIV2L, MTR4, and XRN1 using principal-component analysis (PCA) or correlation coefficients revealed highly reproducible differences (Figures 1C, 1D, and S1B; Table S3). To explore the specificity of individual transcripts, we used t-distributed stochastic neighbor embedding (t-SNE) to arrange mRNAs by relative binding to the three proteins (Figure 1E). Although some transcripts bound similarly to SKIV2L, XRN1, and MTR4 (e.g., *Trim28*; Figure 1F), others had a clear preference (e.g., *Sfpq* or *Pim3*; Figure 1F), suggesting that for many transcripts, one decay route dominates. Furthermore, functionally related mRNAs shared binding preferences (Figures 1E and S1D) (e.g., histone mRNAs bound abundantly to SKIV2L).

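In the authors' deposited table, Trim28 (chromosome 7, 12999114 to 13031035, GRCm38) had a relative binding of 0.411 to SKIV2L, 0.381 to XRN1 and 0.208 to MTR4. Sfpq (chromosome 4, 127021324 to 127037013) is listed in the authors' deposited table with 0.494 for SKIV2L, 0.303 for MTR4 and 0.203 for XRN1. Pim3 (chromosome 15, 88862186 to 88865726) had 0.722 for XRN1, 0.171 for MTR4 and 0.107 for SKIV2L in the authors' deposited table. Ranked over all mRNAs of that table, the SKIV2L value of Sfpq lay at the percentile 87.6 and that of Trim28 at 77.6, whereas the XRN1 value of Pim3 lay at the percentile 98.9. No replicate error can be attached to these values, which come from pooled libraries. From such preferences, the paper proposes that one decay route dominates for many transcripts.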

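Of the mRNAs with relative binding values, 50 have symbols of the replication-dependent histone clusters. Their median SKIV2L relative binding, computed from the authors' deposited table, was 0.534, and the median over all mRNAs was 0.267. Among 10000 random lists of the same size matched on median RPKM, the highest median was 0.486, so the histone list stood above each of them (percentile 100). Hist1h1a (chromosome 13, 23763666 to 23764406, GRCm38), an H1 gene, had a value of 0.671 in the authors' deposited table, and Hist1h1d had 0.696. Histone genes are near-identical copies of one another, and reads that map to several copies were not counted, so the value of a single histone gene is uncertain.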

**Figure 1:**
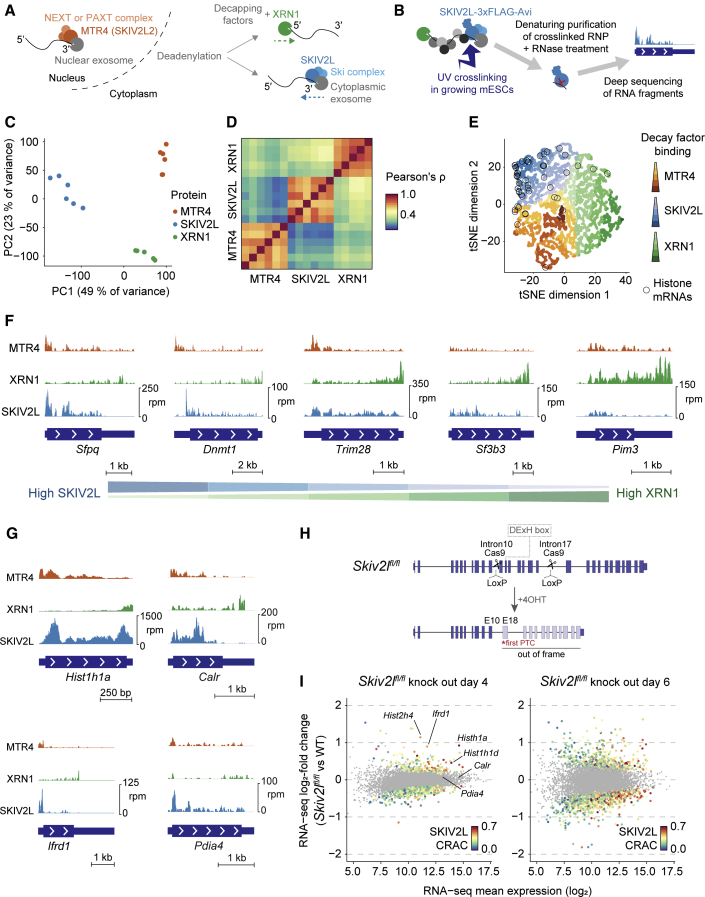
Mammalian mRNA Decay Pathways Target Distinct Transcripts (A) RNA decay pathways. (B) CRAC outline. (C and D) PCA (C) and correlation matrix (D) based on decay factor binding (CRAC counts) to mRNAs. Replicates correspond to separate experiments for the same cell line. (E) t-SNE representation of mRNAs based on relative binding to MTR4, SKIV2L, and XRN1. (F and G) CRAC coverage across individual mRNAs. Transcripts in (F) illustrate different XRN1:SKIV2L ratios, whereas (G) depicts transcripts highlighed in panel (I). (H) Conditional knockout strategy for *Skiv2l*. (I) Differential expression analysis for *Skiv2l* knockout for the mRNAs in (E), with significantly changing transcripts (DESeq2 padj < 0.05) colored by SKIV2L binding (as in E). See also Figure S1 and Tables S1, S2, and S3.

As XRN1-dependent 5′–3′ decay is assumed to be the main determinant of RNA half-life and steady-state abundance we were intrigued by transcripts bound highly by SKIV2L (e.g., Figure 1G). SKIV2L assists the exosome in 3′–5′ decay, and a co-immunoprecipitation confirmed that 3xFLAG-Avi-tagged SKIV2L interacts with the cytoplasmic exosome component DIS3L (Figure S1C). We therefore suspected that highly SKIV2L-bound mRNAs are degraded in a 3′–5′ SKIV2L-dependent manner. To test this, we generated *Skiv2l*^*fl/fl*^ conditional knockout cells by integrating *loxP* sites into introns 10 and 17 in CreERT2-expressing mESCs (Flemr and Bühler, 2015) (Figure 1H). We treated these cells with 4-hydroxytamoxifen (4OHT) to induce *loxP* recombination and production of truncated SKIV2L without a catalytic domain (Figures 1H and S1E) and profiled gene expression by RNA sequencing (RNA-seq) (Table S3). 

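4OHT activates CreERT2, which removes the exons between the loxP sites. In the Gencode annotation of GRCm38, Skiv2l lies on chromosome 17 from 34839228 to 34850210, and the exons 11 to 17, between 34844338 and 34846173, hold 907 of its 3951 exonic nt. RNA-seq libraries were mapped to 4 at day 0, 4 at day 2, 4 at day 4 and 2 at day 6 of 4OHT. The authors compared each day with day 0 by DESeq2 with terms for clone and sequencing batch, and the authors' deposited table gives a log2 fold change and an adjusted p-value per mRNA. The gene counts behind them were not used here, so their depth is unknown. The spread of the log2 fold changes over the mRNAs of that table rose with time, from an SD of 0.12 at day 2 to 0.17 at day 4 and 0.31 at day 6. Day 6 had 2 libraries and the other days 4, and fewer libraries alone can widen this spread. These comparisons share the day 0 libraries and are not independent of each other. Skiv2l itself had a log2 fold change of -0.40 at day 2, -0.39 at day 4 and -0.46 at day 6 in the authors' deposited table, where its adjusted p-value from DESeq2 at day 4 is 0.0840. Loss of the exons alone, with an unchanged number of transcripts, would leave a log2 change in exonic length of -0.38.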

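At day 6 of 4OHT, the authors' deposited table calls 567 mRNAs up and 1361 down (DESeq2, adjusted p-value under 0.05). Across the 7239 mRNAs with both values, the Spearman correlation between SKIV2L relative binding and the log2 fold change at day 6 was -0.10. Over the 1928 mRNAs called at day 6 it was -0.01. These correlations are across genes, which are not independent replicates, so no p-value is given. The median SKIV2L relative binding of the mRNAs called up at day 6 was 0.254, below the 0.304 of those called down.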

There were many changes after 6 days of 4OHT treatment, but these did not correlate with SKIV2L CRAC (Figure 1I, right) so are likely indirect effects. Conversely, after 4 days of 4OHT treatment, transcript upregulation correlated with SKIV2L CRAC (Figure 1I, left, and Figure S1F). 

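The authors' deposited table calls 163 mRNAs up and 337 down at day 4 (DESeq2, adjusted p-value under 0.05). SKIV2L relative binding and the log2 fold change at day 4 had a Spearman correlation of 0.19 over 7239 mRNAs and of 0.34 over the 500 mRNAs called. Of the alternatives, restricting the mRNAs to those called moved the correlation most. Without the histone mRNAs it was 0.19. The mRNAs called up had a median SKIV2L relative binding of 0.347, compared with 0.236 for those called down. At day 2, when the authors' deposited table calls 0 mRNAs up and 3 down, the correlation over all mRNAs was already 0.21. The day 2 and day 4 comparisons share their day 0 libraries.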

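Half-lives were measured in 2 cell lines, the Skiv2l fl/fl clone 5F and the Aven-/- Skiv2l fl/fl clone 7E, each at day 0 and at day 4 of 0.1 µM 4OHT. Cells were treated with actinomycin D, which stops transcription, for 120, 240 or 360 min, or with DMSO alone for the mock sample, which stands for 0 min. The paper gives the dose of actinomycin D as 5 µM and the sample labels give 5 µg/µl. There were 3 libraries per clone, day and time, except 2 for clone 5F at day 0 and 120 min. The authors depleted rRNA, made libraries that do not keep the strand, counted uniquely mapped reads per gene with STAR, and deposited the counts without normalization for 47 libraries, 53380 genes and 92 ERCC spike-ins. Total counts per library lay between 24540658 and 34208466. Their median was 27919553 for clone 5F at day 0 (n = 11), 28716188 at day 4 (n = 12), 28928507 for clone 7E at day 0 (n = 12) and 28713911 at day 4 (n = 12). The counts were divided here by size factors within each time point and multiplied by 1 spike-in factor per time point, the median ratio of mRNA to ERCC counts relative to the mock samples. The paper writes that the counts were divided by that factor, which would raise the counts of the later times. A change in decay was tested as the interaction of time with day of 4OHT by edgeR's quasi-likelihood test, so a positive log2 value per hour means slower decay at day 4.
As a check of the labels, the counts of the knocked-out gene in the mock libraries of clone 5F were 148 ± 0.289 CPM (SD, n = 3) at day 0 and 143 ± 10.3 (SD, n = 3) at day 4. The log2 fold change of Skiv2l was -0.01 (standard error 0.05, adjusted p = 0.915 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which gives no fall in Skiv2l, and the libraries of clone 5F are therefore called libraries labelled day 4. In clone 7E the counts of Skiv2l fell from 33.6 ± 2.46 CPM (SD, n = 3) to 13.1 ± 0.701 (SD, n = 3), a log2 fold change of -1.32 (standard error 0.07, adjusted p = 6.22e-13 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Aven, on chromosome 2 from 112492964 to 112634573, had a median of 45.5 CPM over the 23 libraries of clone 5F and 1.08 over the 24 libraries of clone 7E.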

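In clone 5F, 35 of 17901 genes decayed more slowly and 11 faster in the libraries labelled day 4 than at day 0 (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scaled by each library's own spike-ins, 25 decayed more slowly and 4 faster. With limma on log2 counts, the alternative that moved the first number most among those set beforehand, 0 genes were called slower (234 at an unadjusted p under 0.05), and with each replicate number left out in turn the number lay between 5 and 9. Histone genes made up 29 of the 35. Over the 61 histone genes tested, the median change was 1.04 log2 per hour, and 56 were positive. The directional set test fry on the edgeR fit gave an adjusted p = 0.0492 over 5 sets. Of 18 alternatives, 13 were past the threshold before adjustment and 8 after it, one of these in the opposite direction, and the adjusted p over the 18 ranged from 0.0039 to 0.31. It was 0.0558 with the library batch in the model, a term chosen after seeing the data. The summed normalized counts of histone mRNAs fell from 131790 ± 6157 (SD, n = 3) in mock samples to 1377 ± 122 (SD, n = 2) at 120 min at day 0, which left 1.05%. In the libraries labelled day 4 they fell from 230380 ± 19450 (SD, n = 3) to 51235 ± 4889 (SD, n = 3), which left 22.2%. Every library labelled day 4 at 120 min lay above both day 0 libraries of that time. Without the mock samples the histone median was -0.24 log2 per hour, as at day 0 most of the fall preceded 120 min. At day 0 the mean normalized count of Hist1h1a was 18640 in mock samples, 123 at 120 min and 63.8 at 360 min. Most of its fall thus preceded 120 min, and a single fitted slope understates that early fall. Hist1h1a had a fitted half-life of 45.9 min at day 0 and 128 min in the libraries labelled day 4. Its decay changed by 1.11 log2 per hour (standard error 0.17, adjusted p = 0.00131 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With a replicate number left out its adjusted p lay between 0.0642 and 0.108. Hist1h2bn changed by 1.86 log2 per hour and Hist1h2bm by 1.82.
No definition of highly SKIV2L-bound transcripts was found in the paper's text. A list was therefore set as the 5% of mRNAs with the largest SKIV2L relative binding, and it can differ from the paper's group. For its 362 members the median change in decay was 0.00 log2 per hour (adjusted p = 0.991, fry on the edgeR fit). Across 7231 mRNAs, SKIV2L relative binding and the change in decay had a Spearman correlation of -0.15 and a Pearson correlation of 0.08. Leaving out replicate 2 gave a Spearman correlation of 0.03. From the half-lives in Figure S1G, the paper concludes that highly SKIV2L-bound transcripts are stabilized, with histone mRNAs as its example.

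**Figure D1:**
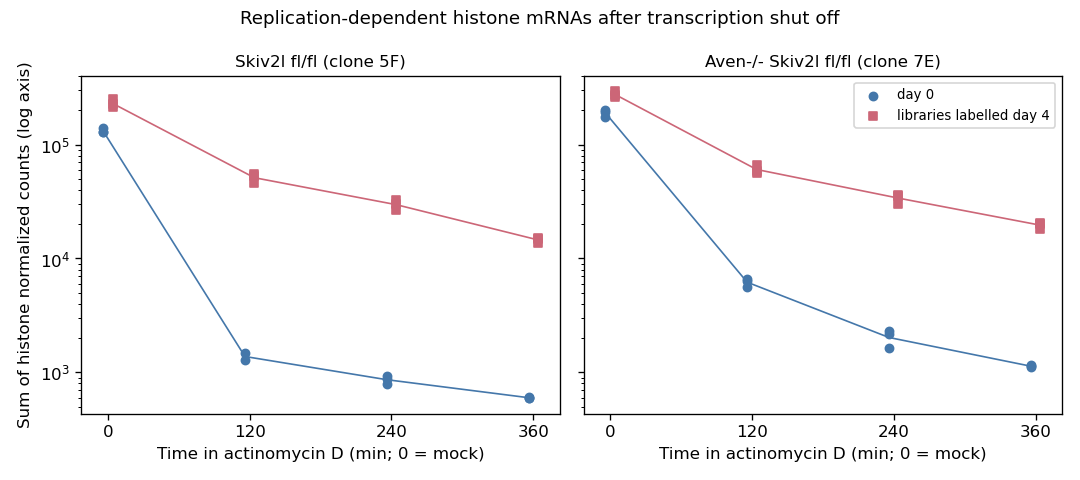
Sum of normalized counts of replication-dependent histone mRNAs (vertical log axis) against time in actinomycin D in min (0 is the mock sample), for clone 5F at the left and clone 7E at the right. Points are libraries and lines join the means; at 120 min in clone 5F the day 0 mean is 1377 and that of the libraries labelled day 4 is 51235.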

Measuring transcriptome-wide half-lives following transcription shut off by actinomycin D confirmed that highly SKIV2L-bound transcripts are stabilized upon *Skiv2l* knockout, exemplified by replication-dependent histone mRNAs (Figure S1G; Table S3). Some stabilized SKIV2L targets (e.g., *Calr* and *Pdia4*; Figure S1G) did not increase in abundance (Figure 1I), suggesting that cells partially compensate for the loss of SKIV2L. 

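Calr (chromosome 8, 84841850 to 84846934, GRCm38) had a fitted half-life of 401 min at day 0 of clone 5F and 574 min in the libraries labelled day 4. With each replicate left out in turn, the day 0 value stayed between 388 and 408 min and the other between 531 and 613 min. The change in decay was 0.04 log2 per hour (standard error 0.02, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Pdia4 (chromosome 6, 47796141 to 47813430) the half-life was 562 min at day 0 and 948 min in the libraries labelled day 4, with standard errors of the slope that span 450 to 750 min and 717 to 1399 min. Its change in decay was 0.04 log2 per hour (standard error 0.03, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The half-lives in the authors' deposited table are 438 and 656 min for Calr and 638 and 1195 min for Pdia4. Mock libraries gave a log2 fold change of -0.28 for Calr (adjusted p = 6.24e-05) and -0.22 for Pdia4 (adjusted p = 0.000868, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes at day 4 in the authors' deposited table, which pools clone 5F with a further clone, are 0.06 and 0.09.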

Of note, high-confidence SKIV2L targets (Figure S1G) were expressed at wild-type (WT) levels in our tagged cell lines, confirming that tagged SKIV2L is functional (Figure S1H). We conclude that SKIV2L-dependent 3′–5′ decay contributes to the steady-state abundance of a subset of mRNAs, including most replication-dependent histone mRNAs. 

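The mock libraries of the half-life experiment give steady-state levels in clone 5F. Between day 0 and the libraries labelled day 4, 2110 of 16349 genes were higher and 1914 lower (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 libraries against 3). Scaled by each library's own spike-ins, 1061 were higher and 2389 lower, and the median of all genes moved to -0.08. Of the 61 histone genes tested, 56 were higher and 0 lower, with a median log2 fold change of 0.69, or 0.61 with the spike-in scaling. Hist1h1a rose by 1.12 (standard error 0.05, adjusted p = 2.63e-13, the same edgeR quasi-likelihood test). The authors' deposited table of the RNA-seq pools clone 5F with a further clone. In it, 6 of 50 histone mRNAs are called up and 2 down at day 4, with a median log2 fold change of -0.04. At day 2 that table calls 0 histone mRNAs up and 3 down, with a median of -0.345. At day 6 it calls 5 up and 13 down, with a median of -0.218.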

Our approach thus reveals physiological targets of mRNA decay pathways.

### Cytoplasmic RNA Decay Is Widely Influenced by Translation

As cytoplasmic decay pathways are less well studied, we now focused on XRN1 and SKIV2L. A key question is to what extent they interact with translation. Remarkably, CRAC reads mapping to ribosomal RNA revealed specific, reproducible binding of SKIV2L and XRN1 to the 40S subunit mRNA entry and exit regions (Figure 2A), resembling yeast structures (Schmidt et al., 2016, Tesina et al., 2019). Therefore, SKIV2L and XRN1 ribosome interactions are conserved to mammals and occur in unperturbed cells.

**Figure 2:**
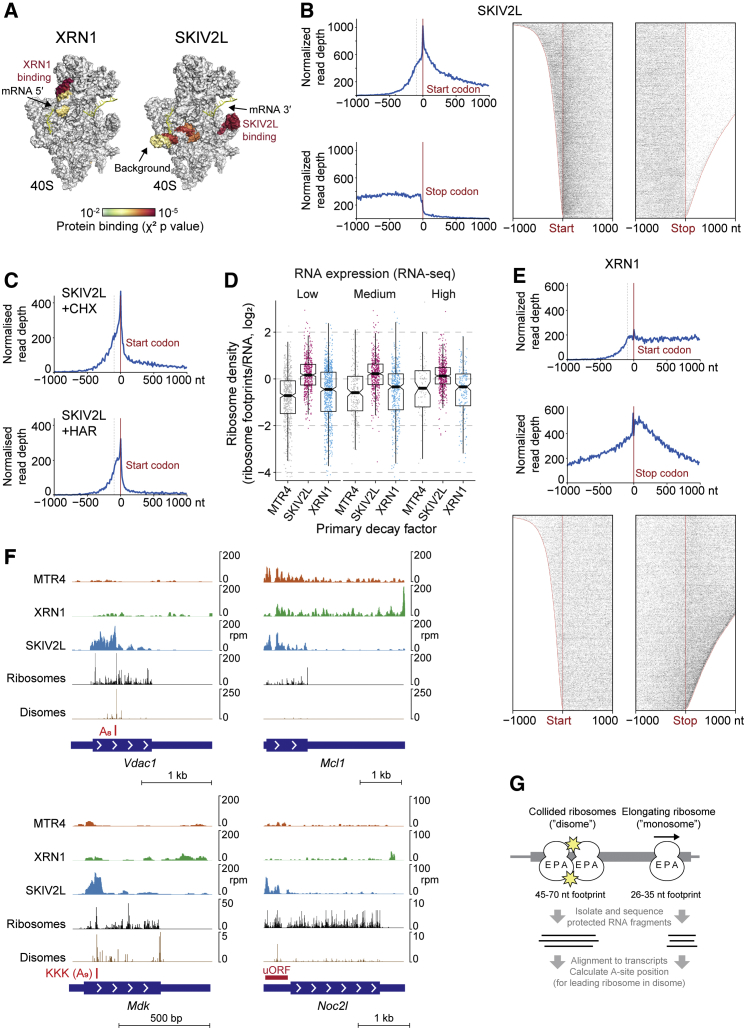
Cytoplasmic mRNA Decay Is Widely Influenced by Translation (A) CRAC signal for SKIV2L and XRN1 on the ribosomal 40S subunit, based on the mouse rRNA sequence and human structure (Khatter et al., 2015). Significantly bound regions are colored by χ^2^ p value, and the mRNA path (yellow) is taken from Schmidt et al. (2016). (B and C) CRAC signal for SKIV2L around start and stop codons, summed (left) or for individual mRNAs (right). Data in (B) correspond to untreated cells, whereas those in (C) correspond to 30-min cycloheximide or harringtonine treatment. (D) Ribosome densities for mRNAs grouped by expression and most abundantly bound decay factor (defined in Figure 1E). (E) XRN1 CRAC signal around start and stop codons. (F) CRAC, monosome, and disome profiling for individual mRNAs. (G) Monosome and disome profiling approach. See also Figure S2 and Table S4.

To explore whether SKIV2L and/or XRN1 activity is widely coupled to translation, we examined binding across individual mRNAs (e.g., Figures 1F and 1G). SKIV2L binding was strongly biased toward regions occupied by ribosomes, i.e., 5′ UTRs, coding sequences (CDSs), and uORFs (e.g., *Ifrd1*; Figure 1G). Global analysis of binding around start and stop codons (Figure 2B) revealed this pattern is universal. Treating cells with translation inhibitors led to a redistribution of SKIV2L binding (Figure 2C) that parallels changes in ribosome occupancy, confirming that active translation directs SKIV2L binding. Harringtonine blocks translation post-initiation to deplete ribosomes from CDS regions, where we observed loss of SKIV2L binding. In contrast, cycloheximide stalls elongating ribosomes, leading to queuing and initiation upstream of the canonical start codon (Kearse et al., 2019). Consistently, SKIV2L accumulated in 5′ UTRs (Figure 2C). Further supporting the role of ribosomes in recruiting SKIV2L, we found that SKIV2L CRAC correlates with the number of ribosomes on a transcript, which we measured by ribosome profiling (Figure 2D; Table S4). We conclude that SKIV2L is specifically and universally recruited to translated regions via ribosome interactions.

In contrast to SKIV2L, XRN1 bound the full length of mRNAs, consistent with its major role being in bulk mRNA turnover. Strong XRN1 enrichment in 3′ UTRs (Figure 2E) supports a model where XRN1 follows the last translating ribosome, which helps remove obstacles. In the 3′ UTR, XRN1 may stall at RNA structures or protein-bound sites. The pattern of XRN1 binding around the stop codon is less well defined than that of SKIV2L, supporting this looser relationship with the ribosome. We conclude that both cytoplasmic decay pathways are widely influenced by translation, but only XRN1 degrades full-length mRNAs.

### SKIV2L Functions in Universal Translation Surveillance

We next sought to identify translation events leading to SKIV2L recruitment. Unlike the relatively even ribosome profiling coverage across mRNAs, SKIV2L CRAC signal was enriched at specific sites (e.g., Figure 2F). Cytoplasmic 3′–5′ decay acts in many surveillance pathways (e.g., NMD, NGD, and NSD), so we suspected that SKIV2L peaks reflect RNA features that arrest or stall ribosomes. Endonucleolytic cleavage at ribosome stall sites (D’Orazio et al., 2019, Gatfield and Izaurralde, 2004, Glover et al., 2019, Guydosh and Green, 2017) may enable SKIV2L to engage the 3′ end of the upstream fragment (Schmidt et al., 2016). Consistent with this, some SKIV2L-bound RNA fragments had non-templated 3′ U-tails (Figure S2A). Uridylation facilitates mRNA degradation by XRN1, DIS3L2, and the exosome (Lim et al., 2014, Slevin et al., 2014) and may act as a landing pad for SKIV2L. The U-tails confirm that SKIV2L binds cleaved RNAs. We also found U-tails on XRN1-bound RNA fragments, consistent with 5′–3′ and 3′–5′ pathways being able to act on a single mRNA and as reported by studies of yeast antiviral activity (Widner and Wickner, 1993) and for histone mRNAs (Mullen and Marzluff, 2008).

We reasoned that 3′ ends of SKIV2L-bound RNA fragments should reveal endogenous triggers of ribosome stalling. Indeed, 3′ ends were enriched at specific codon pairs, including those encoding lysine-lysine or proline (Figure S2B). Enrichment at proline codons was weak but had a clear frame preference, corroborating reports that proline in the nascent peptide triggers stalling (Ingolia et al., 2011, Pavlov et al., 2009). Examining longer codon runs, SKIV2L binding was elevated at poly-proline, -lysine, -glutamate, -aspartate, and -arginine (Figure S2C; *Mdk* in Figure 2F). These preferences resemble codons reported to stall ribosomes based upon mESC ribosome profiling (Ingolia et al., 2011). As SKIV2L peaks occurred at purine-rich codon runs, we suspected that for these, the RNA sequence is more important than the amino acid. Examining runs of ≥12 purines, SKIV2L enrichment was equivalent at lysine-rich and lysine-poor sequences but more pronounced at A-rich than G-rich sequences (Figure S2D). This suggests that A-rich sequences trigger ribosome stalling and SKIV2L surveillance, as exemplified by *Vdac1* and *Mdk* (Figure 2F, red boxes), and agrees with a reporter-based study (Arthur et al., 2015). XRN1 showed slight enrichment at some of these sites (Figures S2C and S2D), likely reflecting a minor role in surveillance.

To verify that SKIV2L-bound sites reflect ribosome stalls, we used a new method (disome profiling) to map collided ribosome pairs (disomes) (Figure 2G) (Arpat et al., 2019). Disomes form at ribosome stall sites (Ikeuchi et al., 2019, Juszkiewicz et al., 2018, Simms et al., 2017) and can be identified from 45- to 70-nt protected RNA fragments (Arpat et al., 2019, Guydosh and Green, 2014). We also performed standard ribosome profiling (monosome profiling). We calculated A-site positions of monosomes and leading ribosomes in disomes (Figure 2G). This revealed disome enrichments over codon and sequence runs (Figures S2C and S2D) and individual sites (e.g., *Vdac1*, *Mdk*, and *Noc2l*; Figure 2F) with elevated SKIV2L binding, confirming these reflect ribosome stalling. In some cases (e.g., polyproline; Figure S2C), the disome signal was stronger than the SKIV2L CRAC signal. This suggests that some stalls potently trigger RNA cleavage, but others (e.g., polyproline) are resolved without mRNA decay.

We conclude that although SKIV2L and XRN1 can target the same transcript, their roles are highly specialized. XRN1 mediates bulk mRNA decay, with a minor surveillance role, whereas SKIV2L responds exclusively to aberrant translation.

### AVEN and FOCAD Are Ski Complex Interactors

We next wondered if SKIV2L is recruited solely by ribosome and mRNA interactions or if other factors participate. MTR4 is targeted by adaptor proteins, so analogous Ski complex adapters could also exist. To identify SKIV2L interactors, we performed streptavidin affinity purification (including RNase treatment) and immunoprecipitation mass spectrometry (IP-MS). Using tagged SKIV2L as bait, we identified various RNA binders, Ski complex components WDR61 and TTC37, and ribosomal proteins (Figure 3A; Table S5), consistent with the SKIV2L-ribosome interaction detected by CRAC (Figure 2A). To enrich for more direct SKIV2L interactions, we repeated the experiment adding a FLAG immunoprecipitation (tandem IP-MS). This recovered just two proteins, AVEN and FOCAD (KIAA1797), besides the Ski complex (Figure 3B).

**Figure 3:**
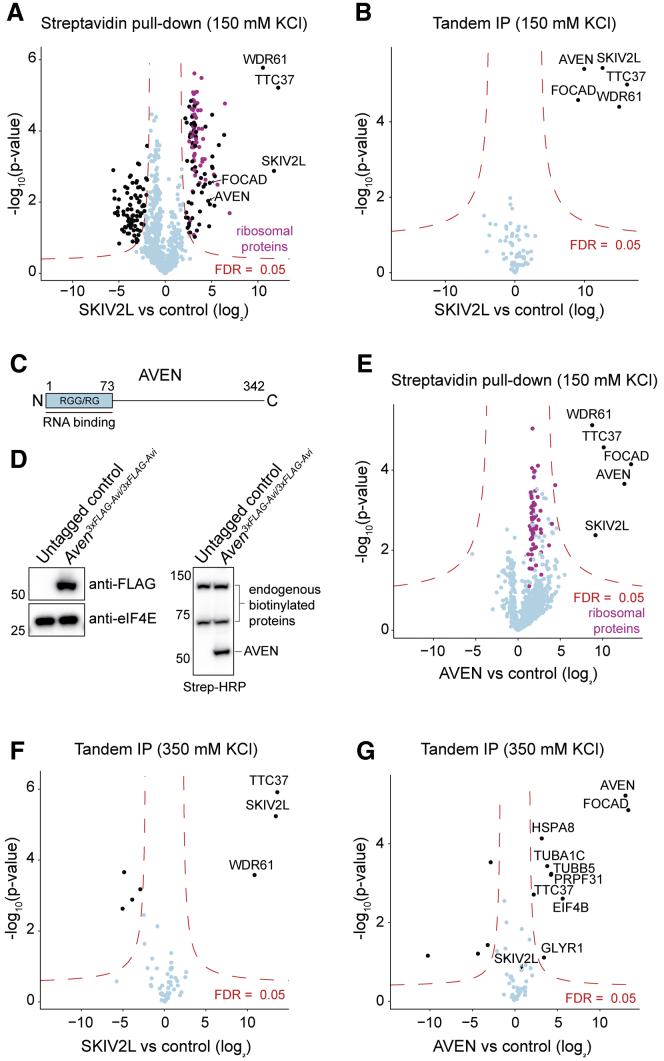
AVEN and FOCAD are Ski Complex Interactors (A and B) Mass spectrometry (MS) of streptavidin (A) or tandem FLAG-streptavidin (B) purification of 3xFLAG-Avi-SKIV2L. (C) Mouse AVEN protein. (D) Western blot analysis of endogenously tagged *Aven*^*3xFLAG-Avi/3xFLAG-Avi*^ expression and biotinylation. (E) MS of streptavidin purification of 3xFLAG-Avi-AVEN. (F and G) MS of tandem FLAG-streptavidin purification of 3xFLAG-Avi-SKIV2L (F) and 3xFLAG-Avi-AVEN (G) using high salt. All experiments include RNase treatment, three technical replicates, and untagged mESCs as a control. FDR, false discovery rate. See also Table S5.

FOCAD is a poorly characterized protein whose loss is associated with glioma (Brockschmidt et al., 2012) and colorectal cancer (Weren et al., 2015). Remarkably, its *Arabidopsis* homolog binds the Ski complex (Lange et al., 2019). AVEN is widely expressed and contributes to acute leukemia/lymphoma (Eißmann et al., 2013). Its disordered N-terminal glycine- and arginine-rich (RGG/RG) domain (Figure 3C) interacts with RNA and localizes AVEN to polysomes (Thandapani et al., 2015). Furthermore, AVEN aids translation through G-quadruplexes in two mRNAs, and IP-MS using human AVEN as bait retrieved the Ski complex and FOCAD (Thandapani et al., 2015). These studies support our MS results.

To confirm the SKIV2L-AVEN interaction, we endogenously 3xFLAG-Avi-tagged *Aven* (Figure 3D) and performed IP-MS with AVEN as bait, recovering the Ski complex and FOCAD (Figure 3E). We repeated the tandem IP-MS using a higher salt concentration and SKIV2L or AVEN as bait (Figures 3F and 3G). AVEN now recovered FOCAD, but not the Ski complex, suggesting AVEN-FOCAD and SKIV2L-WDR61-TTC37 (Ski complex) are separable complexes that associate transiently with each other.

### SKIV2L Binding and 3′–5′ Decay Increase upon *Aven* Knockout

As AVEN associates with polysomes (Thandapani et al., 2015) and the Ski complex (Figure 3B), we speculated it might recruit SKIV2L to targets. To test this, we performed CRAC on 3xFLAG-Avi-tagged AVEN mESCs to map AVEN-binding sites. Like SKIV2L, AVEN bound the 5′ UTR and CDS of mRNAs (Figure 4A), albeit with a stronger 5′ bias. AVEN CRAC also revealed ribosome contacts, one overlapping that of SKIV2L (Figure 4B, marked with an asterisk [^∗^]). PCA based on mRNA binding revealed that AVEN and SKIV2L bound common targets (Figures 4C and S3A), and AVEN and SKIV2L bound similar regions on individual mRNAs (Figure 4D). These similarities suggest that AVEN and SKIV2L function in the same pathway.

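AVEN CRAC comprised 3 libraries. The authors' deposited table expresses AVEN binding relative to the sum of MTR4, SKIV2L and XRN1 binding. Across the 7240 mRNAs, AVEN relative binding had a Spearman correlation of 0.379 with SKIV2L relative binding, -0.186 with that of MTR4 and -0.0641 with that of XRN1. All these ratios share their denominator, and the counts that would show how much correlation this alone gives were not used here.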

**Figure 4:**
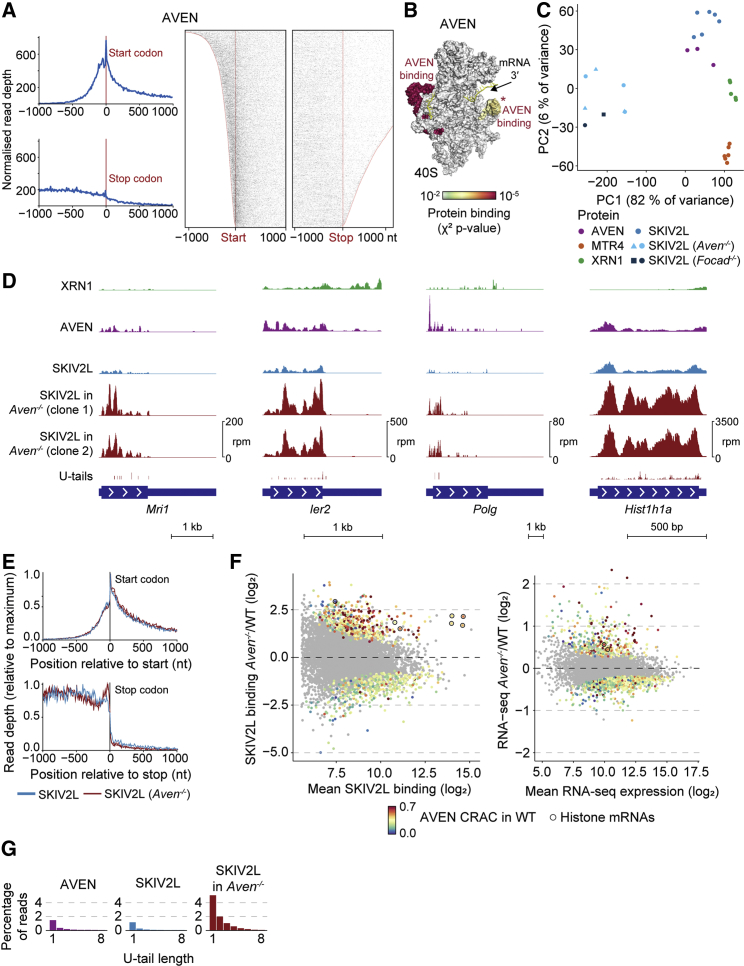
SKIV2L Binding and 3′–5′ Decay Increase upon *Aven* Knockout (A and B) CRAC signal for AVEN around start and stop codons (A) and on the ribosomal 40S subunit (B). (C) PCA based on mRNA counts. Shapes indicate different clones. (D) CRAC coverage for individual mRNAs. (E) SKIV2L CRAC around start and stop codons in WT and *Aven*^−/−^ cells. (F) Changes in SKIV2L CRAC binding (left) and RNA-seq counts (right) for *Aven*^−/−^ versus WT cells. Significantly up/downregulated transcripts (padj < 0.05) are colored by AVEN CRAC counts in WT cells, relative to SKIV2L+XRN1+MTR4 counts, and replication-dependent histone mRNAs are circled. (G) Proportion of AVEN or SKIV2L CRAC reads in mRNAs with 3′ U-tails. See also Figure S3 and Table S3.

To determine whether AVEN affects Ski complex recruitment to mRNAs, we generated *Aven*^−/−^ mESCs by deleting the C-terminal portion of the protein (Figure S3B). This led to near-complete knockdown of the entire *Aven* mRNA (Figure S3B). SKIV2L CRAC revealed that while the average binding pattern of SKIV2L along mRNAs was unaffected in *Aven*^−/−^ (Figure 4E), there were strong differences in which mRNAs were bound, apparent from a PCA (Figures 4C and S3A). AVEN thus plays a role in SKIV2L targeting. SKIV2L binding was similarly perturbed in *Focad*^−/−^ mESCs (Figures 4C and S3C), suggesting that AVEN and FOCAD functionally overlap. Due to its size and low abundance, FOCAD was challenging to work with, so we focused on AVEN.

In contrast to our prediction, SKIV2L binding to mRNAs was not reduced in *Aven*^−/−^ cells but instead increased at many sites (Figure 4F; examples in Figure 4D). 

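SKIV2L CRAC was mapped to 6 libraries from Aven-/- cells and 6 from cells with AVEN. The authors' deposited table gives the log2 fold change of SKIV2L binding from a model with an interaction term for transcript levels. Its median over all mRNAs was -0.03, with an SD of 1.04. By the adjusted p-value in the authors' deposited table, under 0.05, 454 mRNAs gained and 407 lost SKIV2L binding. With no threshold on p, the log2 fold change was over 0.5 for 2225 mRNAs, under -0.5 for 2318 and within these bounds for 2697.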

To account for changes in RNA abundance, we normalized CRAC to RNA-seq counts from WT and *Aven*^−/−^ cells (Table S3). Increased SKIV2L binding was accompanied by elevated 3′ uridylation of bound RNAs (Figure 4G), indicating increased 3′–5′ decay. This suggests that unlike WT conditions, where SKIV2L transiently scans all translation events, upon *Aven* deletion, SKIV2L assists intensively in 3′–5′ decay at specific sites. These sites are bound by AVEN in WT cells (Figure 4F, left, and Figure S3D), exemplified by replication-dependent histone mRNAs (circled in Figure 4F), suggesting that changes in SKIV2L binding are a direct consequence of losing AVEN. 

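AVEN relative binding and the log2 fold change of SKIV2L CRAC in Aven-/- cells had a Spearman correlation of 0.18 across mRNAs, and of 0.22 over the 6344 mRNAs with a median RPKM of at least 5. Both measures contain the SKIV2L libraries of cells with AVEN in a denominator, so part of this correlation can arise with no effect of AVEN. That part was not simulated, as the CRAC counts were not used here. The 50 histone mRNAs had a median AVEN relative binding of 0.436, compared with 0.295 over all mRNAs. Their median log2 fold change of SKIV2L CRAC was 0.67, above each of the 10000 random lists matched on RPKM. Hist1h1a had a log2 fold change of 2.15 (adjusted p = 1.06e-06) in the authors' deposited table. From this relation, the paper proposes that the changes in SKIV2L binding are a direct consequence of losing AVEN.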

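The authors' deposited table gives the RNA-seq comparison of Aven-/- with wild-type cells, with 349 mRNAs called up and 850 down. The log2 fold changes had an SD of 0.28 and an interquartile range of 0.29, compared with an interquartile range of 1.37 for SKIV2L CRAC. AVEN relative binding and the RNA-seq log2 fold change had a Spearman correlation of 0.06 across 7238 mRNAs and a Pearson correlation of 0.11. The sampling noise of the CRAC changes was not separated from their spread, because the CRAC counts were not used here.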

Changes in mRNA levels in *Aven*^−/−^ cells (Figure 4F, right) were smaller than changes in SKIV2L CRAC and correlate poorly with AVEN binding (Figure S3E) so likely represent secondary effects.

In summary, AVEN does not recruit the Ski complex. Instead, loss of AVEN increases SKIV2L binding and 3′–5′ RNA decay at many sites. As aberrant translation events recruit SKIV2L and AVEN may assist translation (Thandapani et al., 2015), we hypothesize that AVEN prevents ribosome stalls that otherwise trigger SKIV2L binding and mRNA decay.

### AVEN and SKIV2L Counteract Ribosome Stalling

To globally assess how AVEN affects translation and ribosome stalling, we performed monosome and disome profiling for WT and *Aven*^−/−^ mESCs (Table S4). We plotted changes in mRNA disome and monosome densities (Figure 5A), distinguishing mRNAs with increased, decreased, or unchanged SKIV2L binding in *Aven*^−/−^ versus WT (pink/blue/gray points in Figure 5A) and calculated best fit lines. This revealed that in *Aven*^−/−^, changes in monosome and disome density occur for all categories of mRNAs and are correlated, as expected. However, on top of these changes, mRNAs gaining SKIV2L binding in *Aven*^−/−^ display a further increase in disome occupancy (upward shift of pink points in Figure 5A; exemplified by replication-dependent histone mRNAs in Figures 5B and 5C). mRNAs accumulating disomes upon *Aven* knockout were bound by AVEN in WT (Figure S4A), and disome changes in individual transcripts overlapped with AVEN and SKIV2L binding (Figure 5C). These data suggest that stalled ribosomes accumulating in *Aven*^−/−^ drive increased SKIV2L recruitment, which presumably clears these mRNAs.

**Figure 5:**
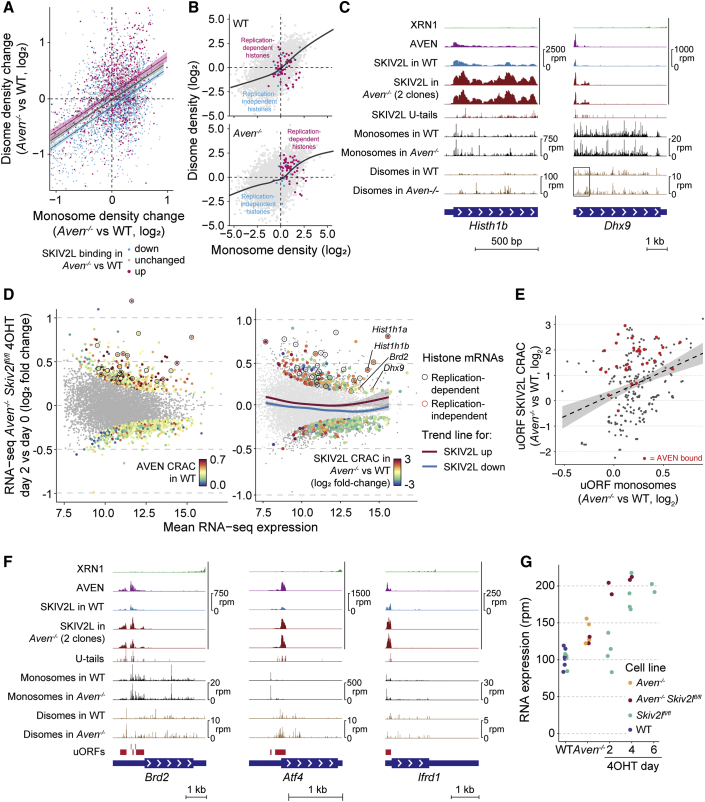
AVEN and SKIV2L Counteract Ribosome Stalling (A) Changes in mRNA monosome and disome densities in *Aven*^−/−^ versus WT. Transcripts are colored by changes in SKIV2L binding in *Aven*^−/−^ versus WT (threshold log_2_ fold change = ±0.5; up, n = 1,856; down, n = 2,019; unchanged, n = 2,373), and a linear best fit is plotted for each group (shaded area represents 95% confidence interval). (B) Monosome and disome densities in WT (top) and *Aven*^−/−^ (bottom), highlighting histone mRNAs and with a cubic regression trendline. (C) CRAC and monosome/disome profiling for individual mRNAs. (D) Changes in mRNA abundance for *Skiv2l*^*fl/fl*^*Aven*^−/−^ cells after 2-day 4-OHT. Significantly changing mRNAs (padj < 0.05) colored by AVEN CRAC in WT (left) or SKIV2L CRAC changes in *Aven*^−/−^ versus WT (right). Cubic regression trendlines are shown for all mRNAs, grouped by increased/decreased SKIV2L binding in *Aven*^−/−^ versus WT (right). (E) Changes in uORF SKIV2L CRAC and monosome profiling counts for *Aven*^−/−^ versus WT cells. Both datasets normalized to main CDS monosome profiling counts. A best-fit line is shown, with 95% confidence intervals, and AVEN-bound uORFs (defined in Figure S4E) are colored red. (F) CRAC and monosome/disome profiling for individual mRNAs. uORFs identified from monosome profiling are shown in red. (G) RNA-seq counts for *Ifrd1* in various cell lines showing individual replicates. See also Figure S4 and Tables S3 and S4.

According to this model, the combined absence of AVEN and SKIV2L should have an additive effect, as SKIV2L would not be available to clear stalled messenger RNPs (mRNPs) arising in the absence of AVEN. AVEN targets should thus be stabilized and accumulate in a double knockout. To test this, we generated a *Skiv2l*^*fl/fl*^ conditional knockout in *Aven*^−/−^ mESCs and performed RNA-seq after 4OHT treatment (Figure S4B). In contrast to the single *Skiv2l*^*fl/fl*^ knockout, where transcripts accumulated after 4 days of 4OHT (Figure 1I), we observed widespread changes in *Aven*^−/−^ *Skiv2l*^*fl/fl*^ after 2 days (Figure 5D; Table S3). 

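RNA-seq of Aven-/- Skiv2l fl/fl cells comprised 2 libraries at day 0, 2 at day 2 and 2 at day 4 of 4OHT. At day 2 the authors' deposited table calls 454 mRNAs up and 708 down, and at day 4 it calls 1157 up and 2181 down (DESeq2, adjusted p-value under 0.05). The SD of the log2 fold changes at day 2 was 0.20, compared with the 0.12 of the single knockout at that day. The single knockout had 4 libraries at day 2 and the double knockout 2, and fewer libraries alone can widen this spread. Skiv2l had a log2 fold change of -0.99 at day 2 in the authors' deposited table (adjusted p = 7.3e-12, DESeq2). Whether the changes differ between the genotypes was not tested, since the counts behind the table were not used here.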

Upregulated transcripts displayed high AVEN binding in WT (Figure 5D, left) and increased SKIV2L occupancy in *Aven*^−/−^ (Figure 5D, right), suggesting they are direct SKIV2L and AVEN targets. 

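At day 2 in the double knockout, AVEN relative binding had a Spearman correlation with the log2 fold change of 0.10 over 7238 mRNAs and of 0.28 over the 1162 mRNAs called. The correlation with the change of SKIV2L CRAC in Aven-/- cells was 0.16 over all mRNAs and 0.23 over those called. In the authors' deposited table, mRNAs called up had a median AVEN relative binding of 0.382 and a median SKIV2L CRAC change of 0.04, and those called down had 0.290 and -0.49. The 2 relations use values of the same mRNAs and the same RNA-seq libraries, and genes are not independent replicates.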

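In clone 7E, the Aven-/- Skiv2l fl/fl cells, 82 of 17417 genes decayed more slowly at day 4 than at day 0 and 85 faster (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scaled by each library's own spike-ins, 95 decayed more slowly and 33 faster. With each replicate number left out in turn, 18 to 34 genes were called slower and 22 to 38 faster. The 362 mRNAs with the highest AVEN relative binding had a median change in decay of 0.00 log2 per hour. The 454 mRNAs that gain SKIV2L binding in Aven-/- cells in the authors' deposited table also had a median of 0.00 (adjusted p = 0.991 for both sets, fry on the edgeR fit). Without the mock samples, the median of the AVEN-bound mRNAs was 0.02 (adjusted p = 0.0502, fry on the edgeR fit, where the alternatives ranged from 0.0502 to 0.999). Across 7231 mRNAs, the change in decay had a Spearman correlation of 0.01 with AVEN relative binding and of 0.26 with the change of SKIV2L CRAC. In the test of whether the change in decay differs between the clones, 0 of 18623 genes passed the threshold, and 503 had an unadjusted p under 0.05. Each genotype is represented by 1 clone, so the genotype and the clone cannot be told apart.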

Transcriptome-wide half-life measurements following actinomycin D transcription shut off confirmed that these targets are stabilized in the double knockout (Figure S4C; Table S3). 

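Of the 61 histone genes tested in clone 7E, 35 decayed more slowly at day 4 and 0 faster, and 25 of them were also called slower in clone 5F. Their median change in decay was 0.98 log2 per hour (56 of 61 positive; adjusted p = 0.0492, fry on the edgeR fit, with 15 of 18 alternatives under 0.05 before adjustment, 8 after it, and a range from 4.04e-05 to 0.305), and without the mock samples it was 0.17. At 120 min, 3.26% of the summed histone normalized counts of the mock samples were left at day 0 and 21.9% at day 4. Hist1h1d had a fitted half-life of 48.1 min at day 0 and 89.2 min at day 4. Its decay changed by 0.72 log2 per hour (standard error 0.12, adjusted p = 0.00128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At day 0 its mean normalized count was 20120 in mock samples and 638 at 120 min, so the fitted slope understates the early fall. In the mock libraries 38 of the histone genes were higher and 0 lower at day 4, with a median log2 fold change of 0.28. Scaled by each library's own spike-ins, the median of all genes moved to -1.10 and that of the histone genes to -0.81, with 3 histone genes called higher and 54 lower. Which of the scalings gives the level per cell was not tested. The authors' deposited table of the RNA-seq at day 2 calls 22 of 50 histone mRNAs up and 0 down, with a median log2 fold change of 0.31.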

The accumulation of replication-dependent histone mRNAs was particularly striking (Figures 5D, circled). These results support a model whereby AVEN and SKIV2L cooperate in translation-coupled RNA surveillance, with AVEN opposing translational stalls and SKIV2L eliminating mRNAs if aberrant events accumulate. Furthermore, SKIV2L and AVEN maintain normal histone translation and RNA levels.

### AVEN and SKIV2L Affect Expression of Many mRNAs

As replication-dependent histone levels are coupled to DNA synthesis, with histone mRNAs accumulating until they are degraded at the end of S-phase, we suspected that perturbed histone expression in the absence of AVEN and SKIV2L might alter cell-cycle progression. To test this, we synchronized mESCs at G1/S using a double thymidine block and monitored DNA content by DAPI staining following release (Figure S4D). *Aven*^−/−^ *Skiv2l*^*fl/fl*^ double knockout cells exhibited delayed progression through S phase, into G2, and ultimately into G1, in line with their altered histone mRNA abundance (compared to WT or single knockouts). We conclude that the AVEN-SKIV2L pathway contributes to cell cycle progression.

While examining individual mRNAs, we noticed that besides main CDS regions, SKIV2L and ribosomes also accumulate in uORFs in *Aven*^−/−^ (Figures 5E and 5F). AVEN occupied these uORFs in WT cells (Figure 5F), and increased ribosome occupancy in *Aven*^−/−^ cells correlated with WT AVEN binding (Figure S4E) and increased SKIV2L binding in *Aven*^−/−^ (Figure 5E). Whereas *Aven* knockout resulted in increased disome occupancy in main CDS regions, changes across uORFs occurred for monosomes, disomes, or both. AVEN thus has a complex effect on 5′ UTR translation.

As uORF translation can alter mRNA stability or main CDS translation (Calvo et al., 2009), we wondered whether such changes occur upon loss of AVEN and/or SKIV2L. We focused on *Atf4* and *Ifrd1* mRNAs, with functional uORFs bound by AVEN and SKIV2L (Figure 5F). Under normal conditions, *Ifrd1* uORF translation destabilizes the mRNA via NMD (Zhao et al., 2010). *Ifrd1* RNA accumulated after 4 days of *Skiv2l* knockout and 2 days of *Aven Skiv2l* double knockout (Figure 5G), suggesting that SKIV2L participates in *Ifrd1* mRNA clearance, and this is enhanced by increased uORF ribosome occupancy in *Aven*^−/−^.

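Ifrd1 lies on chromosome 12 from 40201567 to 40248504 (GRCm38). In the authors' deposited table its log2 fold change was 0.15 at day 2 and 0.90 at day 4 of the single knockout (adjusted p = 3.46e-14 at day 4, DESeq2), and 0.60 at day 2 of the double knockout (adjusted p = 9.11e-14). In the mock libraries of the half-life experiment, Ifrd1 rose by 1.00 in the libraries labelled day 4 of clone 5F (standard error 0.05, adjusted p = 2.95e-12) and by 1.14 in clone 7E (standard error 0.06, adjusted p = 1.09e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the spike-in scaling, the value in clone 7E was 0.04, while the median of all genes was -1.10. Its fitted half-life was 82.9 min at day 0 and 92.6 min in the libraries labelled day 4 of clone 5F, and 96.0 min and 131 min in clone 7E. The change in decay was 0.09 log2 per hour in clone 5F (standard error 0.05, adjusted p = 1) and 0.19 in clone 7E (standard error 0.06, adjusted p = 0.151, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, which holds the 16 genes named beforehand, the p of Ifrd1 in clone 7E was 0.0117, and 4 of the genes passed the threshold there against 2 over all genes tested. The difference between the clones was 0.10 log2 per hour (adjusted p = 1, edgeR's quasi-likelihood test).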

In contrast to the destabilizing effect of the *Ifrd1* uORF, within *Atf4*, two uORFs modulate translation of the main CDS (Harding et al., 2000, Vattem and Wek, 2004). Ribosomes normally translate uORF1 then reinitiate at uORF2, preventing them from translating the main CDS, but during the integrated stress response (ISR), phosphorylation of the translation factor eIF2α reduces preinitiation complex availability. Ribosomes now scan past uORF2 and reinitiate at the downstream main CDS, producing ATF4 protein. To examine the effects of increased ribosome occupancy over *Atf4* uORFs in *Aven*^−/−^, we monitored ATF4 accumulation upon activation of the ISR with thapsigargin. Compared to WT cells, ATF4 levels peaked earlier in *Aven*^−/−^, despite similar levels of eIF2α phosphorylation and basal ATF4 pre-induction (Figure S4F). Therefore, binding of AVEN and SKIV2L to uORFs modifies transcript stability (*Ifrd1*) and main CDS translation (*Atf4*).

In summary, the roles played by AVEN and SKIV2L in counteracting aberrant translation are crucial for expression of uORF-containing and histone mRNAs, among others.

### AVEN Acts on Structured RNAs

We next asked what makes mRNAs dependent on AVEN. AVEN crosslinks to G-quadruplexes in *Mll1* and *Mll4* mRNAs (Thandapani et al., 2015), and RGG/RG motifs like AVEN’s can melt G-rich or G-quadruplex sequences (Loughlin et al., 2019, Meyer et al., 2019). To test whether AVEN binds specific RNA sequences or structures, we examined the highest AVEN-bound 50-nt windows from each mRNA 5′ UTR and CDS (based on CRAC). Compared to control regions, AVEN-bound regions were enriched for stretches of paired nucleotides or G-quadruplexes, based on RNAfold predictions (Figure 6A), and GC-rich sequences (Figure 6B). The same was true of regions binding SKIV2L in *Aven*^−/−^ (Figures 6C and 6D), and these preferences were clear for individual mRNAs (Figure 6E). This suggests that AVEN binding to GC-rich sites with structural propensity avoids sustained SKIV2L recruitment.

**Figure 6:**
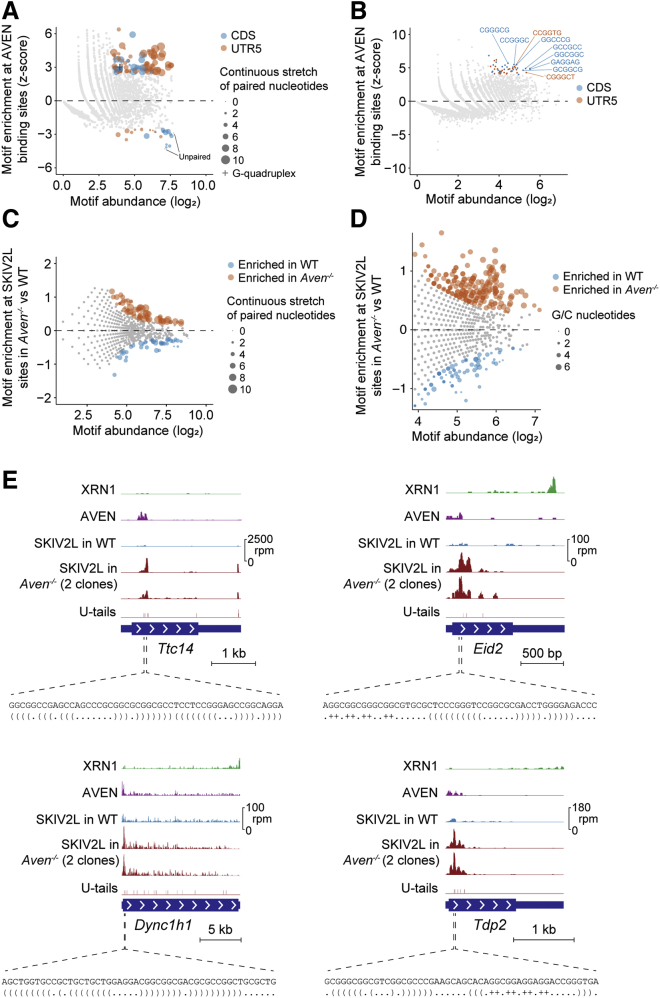
AVEN Acts on Structured RNAs (A and B) Structure (A) and sequence motif analysis (B) for AVEN-binding sites, based on CRAC versus RNA-seq enrichments in 50-nt 5′ UTR and CDS windows. Points (structure motifs) in (A) are scaled by paired nucleotide content. (C and D) Structure (C) and sequence motif analysis (D) for SKIV2L binding sites, comparing *Aven*^−/−^ and WT cells. Points in (C) are scaled as for (A), and points in (D) are scaled by GC content. (E) Examples of AVEN-bound windows showing their sequence, predicted structure (bracket/dot annotation for paired/unpaired nucleotides; + = G-quadruplex), and CRAC coverage for various proteins. See also Figure S5.

Interestingly, many SKIV2L-bound RNA fragments possessed 3′ U-tails in *Aven*^−/−^ cells (Figure 4G), particularly where SKIV2L binding increased (Figure S5A). As U-tails are added to 5′ RNA cleavage products, we reasoned they could pinpoint sites of mRNA cleavage and decay in *Aven*^−/−^. Indeed, U-tailed SKIV2L-bound RNA fragments in *Aven*^−/−^ were enriched upstream of predicted structured regions (Figure S5B). Disomes aligned here in *Aven*^−/−^ (but not WT), and SKIV2L binding increased (Figure S5B). This suggests that structure-prone regions impede translation in *Aven*^−/−^, leading to ribosome stalling, RNA cleavage, SKIV2L recruitment, and decay. We speculate that AVEN helps suppress or melt RNA structures, consistent with its binding to structure-prone regions.

### sORF Surveillance by AVEN and SKIV2L

As SKIV2L and AVEN specialize in translation surveillance, we did not expect them to bind non-coding RNAs (ncRNAs). However, upon *Aven* knockout, SKIV2L bound transcripts from intergenic, upstream, and antisense loci, and AVEN bound these ncRNAs in WT cells (see examples in Figure 7A). To examine this globally we divided the genome into 1 kb windows classified by protein-coding gene overlap, and calculated log_2_-fold changes in SKIV2L CRAC in *Aven*^−/−^ versus WT (Table S6). This revealed increased SKIV2L binding to RNAs from hundreds of non-coding regions (Figure 7B), accompanied by increased U-tailing (Figure S5A). These transcripts were GC rich and predicted to form strong secondary structures (Figures S6A and S6B), suggesting the same mechanism drives SKIV2L recruitment to ncRNAs and mRNAs upon *Aven* deletion.

**Figure 7:**
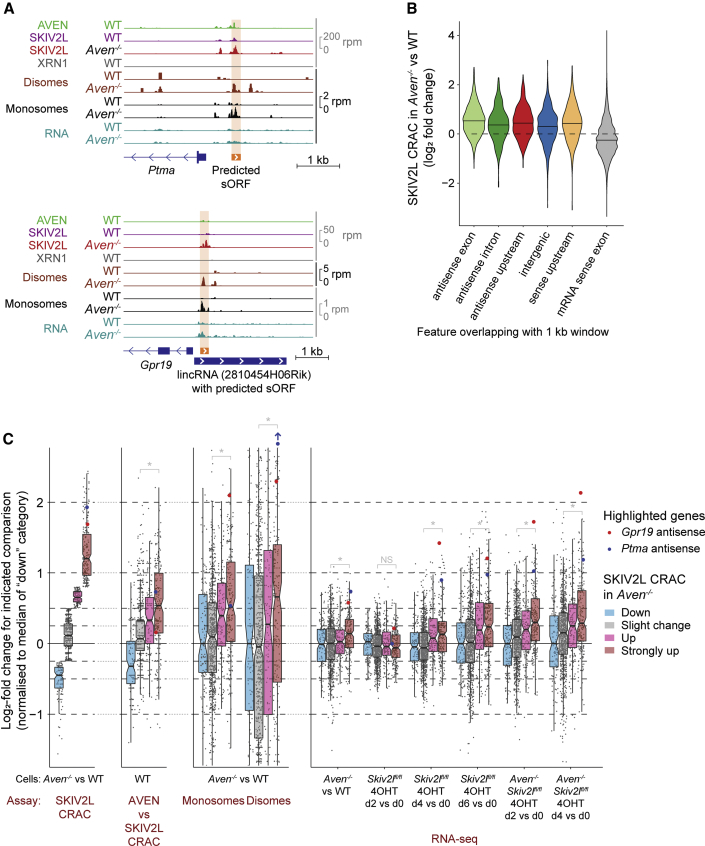
Small ORF Surveillance by AVEN and SKIV2L (A) CRAC, monosome, and disome profiling across ncRNA regions in WT and *Aven*^−/−^ cells, with small ORFs indicated. RNA-seq of ribosome profiling inputs shown in blue. (B) SKIV2L CRAC changes (*Aven*^−/−^ versus WT) for 1-kb genomic windows classified by overlap with protein-coding genes. (C) CRAC, ribosome profiling, and RNA-seq changes for the indicated comparisons, for non-coding 1-kb genomic windows defined in (B). Windows are categorized by their change in SKIV2L CRAC for *Aven*^−/−^ versus WT cells (defined in the leftmost plot). The two genes in (A) are highlighted. ^∗^p < 10^−4^ (“Slight change” versus “Strongly up” categories; Mann-Whitney U test with Bonferroni correction). See also Figure S6 and Tables S6 and S7.

We wondered whether SKIV2L binding is due to ectopic ribosome occupancy on these “non-coding” RNAs. Indeed, monosomes and disomes accumulated at sites bound by SKIV2L in *Aven*^−/−^ (e.g., Figure 7A), which often overlapped small ORFs (sORFs; Table S7), suggesting they are translated. Looking globally, we calculated log_2_-fold changes in monosome and disome counts for the non-coding 1-kb windows defined in Figure 7B, classified by differential SKIV2L binding in *Aven*^−/−^. This revealed a correlation between gain of SKIV2L binding and increased monosome and disome occupancy (Figure 7C, “SKIV2L CRAC,” “Monosomes”, and “Disomes”). Elevated disome occupancy was particularly strong, suggesting increased ribosome stalling. The peptides generated by these translation events do not appear to perform conserved functions, as their sequences have low phyloCSF scores (Figure S6C). Changes in SKIV2L binding correlated with AVEN occupancy in WT cells, supporting a direct role for AVEN (Figure 7C, “AVEN vs SKIV2L CRAC”). Overall, our data suggest that loss of AVEN results in ribosome stalling on sORFs in structured ncRNAs, which is resolved by surveillance involving RNA cleavage and SKIV2L-dependent decay.

A prediction of this is that upon *Aven* deletion, these ncRNAs should become reliant on SKIV2L-dependent 3′–5′ decay, which specializes in degrading RNAs with arrested ribosomes. Presumably, alternative pathways remove these transcripts when AVEN is present. Indeed, these ncRNAs do not strongly accumulate in *Aven*^−/−^ and only slowly accumulate upon *Skiv2l* knockout but rapidly accumulate when *Skiv2l* is knocked out in *Aven*^−/−^ cells (Figure 7C, “RNA-seq”). We conclude that the absence of AVEN renders cells dependent on SKIV2L to clear ncRNAs with trapped ribosomes. The AVEN-SKIV2L pathway thus plays a universal role in counteracting aberrant translation on coding RNAs and ncRNAs.

## Discussion

### Mammalian mRNA Decay: Specialization and Links to Translation

We are struck by the widespread coupling between cytoplasmic mRNA decay and translation revealed by our study. Evidence of such crosstalk has been mounting, from reports that SKIV2L and XRN1 associate with polysomes (Mangus and Jacobson, 1999, Qu et al., 1998) to analyses of decay intermediates (Antic et al., 2015, Hu et al., 2009, Pelechano et al., 2015) and structures of the Ski complex and Xrn1 bound to yeast ribosomes (Schmidt et al., 2016, Tesina et al., 2019). We show that XRN1 and SKIV2L ribosome binding sites are conserved to mammals, these interactions occur under physiological conditions, and remarkably, SKIV2L is exclusively and universally recruited by ribosomes.

Ski2 was thought to act redundantly with Xrn1 in bulk RNA decay, based on synthetic lethality in yeast (Anderson and Parker, 1998, Johnson and Kolodner, 1995). However, yeast Ski2 binding to 3′ UTRs (Sohrabi-Jahromi et al., 2019, Tuck and Tollervey, 2013) relies on fungus-specific factors such as Ska1 to antagonize ribosome interactions (Zhang et al., 2019). Our data argue that mammalian SKIV2L does not function in full-length mRNA decay but acts almost exclusively in translation-associated RNA surveillance. As the Ski complex is indispensable for cytoplasmic exosome activity (Anderson and Parker, 1998, Araki et al., 2001, van Hoof et al., 2000), this implies that the cytoplasmic exosome acts similarly exclusively in surveillance. We note that mammals possess an exosome-independent 3′–5′ decay pathway (DIS3L2). This might assist XRN1 in bulk decay, in line with a report that XRN1 and DIS3L2 knockdowns result in broader mRNA changes than DIS3L (exosome) knockdown (Lubas et al., 2013). The 3′ UTR accumulation of XRN1 suggests a passive role for translation in 5′–3′ decay. Future biochemical studies should help clarify these possible differences between SKIV2L- and XRN1-ribosome interactions.

Interestingly, we found that SKIV2L acts in bulk decay of a few mRNAs. Unique features might render these accessible to, or dependent on, ribosome-bound SKIV2L. For example, cleavage of *Ifrd1* might generate an access point for SKIV2L (Ottens et al., 2017), and ribosome-bound SKIV2L could reach the end of short histone mRNA 3′ UTRs. This was proposed for *S. cerevisiae* mRNAs (Zhang et al., 2019), and we see SKIV2L binding to very short 3′ UTRs (Figure 2B). Alternatively, surveillance-inducing ribosome collisions may be rife within histone mRNAs, whose decay requires stalled ribosome factors HBS1 and PELOTA (Slevin et al., 2014). Although this pathway is wasteful, as it eliminates the nascent polypeptide, for replication-dependent histones, this may help to tightly restrict their expression to S-phase.

For most mRNAs, however, there is a clear division of labor, with XRN1 specializing in bulk RNA decay (albeit with a minor role in surveillance) and SKIV2L in surveillance. This ensures that translation is not interrupted by bulk RNA turnover, as XRN1 follows the last ribosome, and may reflect a need for dedicated surveillance factors to wrestle mRNAs from arrested ribosomes. Indeed, it is even possible that SKIV2L could perform additional roles in resolving stalled mRNA-ribosome complexes, beyond assisting the exosome in 3′–5′ decay.

### Defining Translation-Dependent mRNA Surveillance

Our data also reveal triggers and components of RNA surveillance. SKIV2L pervasively interacts with ribosome-occupied regions, establishing it as a central component of translation surveillance. Based on the low level of U-tailing (a proxy for RNA cleavage), we suggest SKIV2L binding in WT cells mostly reflects dynamic probing of translation, which rarely triggers a full surveillance response. Nonetheless, SKIV2L and disomes were enriched at A-rich tracts, proline sequences, and uORFs, suggesting they occasionally trigger ribosome stalling and RNA decay. For A-rich tracts, the sequence appears key, consistent with reports that ∼11 As attenuate translation in human cells (Arthur et al., 2015). We find this occurs at many endogenous sites with 8–9 As sufficient.

Besides defining SKIV2L targets, we established AVEN and FOCAD as components of this pathway. AVEN was reported to interact with the Ski complex and FOCAD in human cells (Thandapani et al., 2015) and identified in an NMD screen (Alexandrov et al., 2017), and the plant FOCAD homolog Rst1 interacts with the Ski complex and exosome (Lange et al., 2019). AVEN is conserved from mammals to flies (Zou et al., 2011) and FOCAD to plants (Lange et al., 2019), so their RNA decay roles may be evolutionarily important.

### AVEN as an Anti-stalling Factor

We propose that AVEN prevents ribosome stalls, which otherwise trigger mRNA cleavage and decay. The RNA-binding preferences and position of AVEN on the ribosome might let it directly melt structures arresting translation, potentially via its RGG/RG domain. Supporting this, FUS and AUF1 RGG/RG domains remodel RNA (Loughlin et al., 2019, Meyer et al., 2019). Alternatively, AVEN might recruit a helicase (Thandapani et al., 2015), although besides SKIV2L, we did not detect helicase partners for AVEN.

In our model, AVEN acts prior to SKIV2L, to prevent ribosome stalling, and is potentially loaded with scanning ribosomes. However, our IP-MS data suggest that AVEN and SKIV2L directly interact. To resolve this paradox, we propose that the AVEN-SKIV2L interaction is transient, perhaps serving as a handover to ensure unresolved ribosome stalls are not left unchecked. Transient “connections” are common in RNA surveillance, as reported for Ski complex-exosome (Kalisiak et al., 2017) and nuclear MTR4-ZFC3H1-PABPN1 interactions (Meola et al., 2016).

Exploring the AVEN-SKIV2L pathway revealed that uORF-containing and histone mRNAs are particularly sensitive. AVEN prevents cell-cycle arrest in osteosarcoma and *Drosophila* cells (Baranski et al., 2015, Zou et al., 2011) and delays mitotic entry in *Xenopus* egg extracts (Guo et al., 2008, Zou et al., 2011). Our data suggest AVEN also plays a direct role in cell-cycle progression via reducing ribosome stalling on histone mRNAs. The most surprising AVEN and SKIV2L substrates, however, were ncRNAs. Here, an appealing model is that AVEN assists in functional small peptide production. Although AVEN-dependent sORFs have low phyloCSF scores and we could not detect derived peptides, AVEN could enable cells to express peptides that eventually evolve to become stable and perform important roles. Alternatively, AVEN and SKIV2L may target nuclear ncRNAs escaping to the cytoplasm. These structured RNAs could function in the nucleus but in the cytoplasm might become stuck on ribosomes if left unchecked.

In conclusion, we find that mammalian RNA decay pathways are highly specialized and cytoplasmic decay is widely coupled to translation. While normal translation may assist bulk mRNA turnover, aberrant translation events pose a diverse threat counteracted by the concerted activity of AVEN and SKIV2L.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse anti-FLAG M2	Sigma	Cat#F1804
Anti-FLAG M2 Dynabeads	Sigma	Cat#M8823
Dynabeads M280 streptavidin-coated beads	Thermo Fisher	Cat#11206D
Dynabeads Protein G	Thermo Fisher	Cat# 10004D
Streptavidin-HRP	Sigma	Cat#S2438
Rabbit anti-AVEN	ProScience	Cat#2417
Rabbit anti-MTR4	ThermoFisher Scientific	Cat#PA557927
Rabbit anti-ATF4 D4B8	Cell Signaling	Cat#mAb11815
Rabbit anti-Phospho-eIF2α Ser51 D9G8	Cell Signaling	Cat#mAb3398
Rabbit anti-eIF4E	Bethyl Laboratories	Cat#A301-154A
Rat anti-tubulin clone YL1/2	Abcam	Cat#ab6160
Rat anti-HA	Roche	Cat#11867423001

**Chemicals, Peptides, and Recombinant Proteins**		

T4 DNA Ligase	Sigma	Cat#10716359001
DMEM	GIBCO	Cat#21969-035
Non-essential amino acids	GIBCO	Cat#11140035
100 mM Sodium pyruvate	GIBCO	Cat#11360070
200 mM L-glutamine	GIBCO	Cat#25030024
Fetal bovine serum	GIBCO	Cat#10270106
Beta-mercaptoethanol	Sigma	Cat#M-7522
Gelatin	Sigma	Cat#G-1890
Trypsin-EDTA	GIBCO	Cat#25300-054
Dulbecco’s PBS	GIBCO	Cat#14190
Trypsin (TPCK-treated)	Sigma	Cat#T8802
OptiMEM	GIBCO	Cat#31985070
Lipofectamine 3000 Transfection kit	Invitrogen	Cat#L3000015
cOmplete Protease Inhibitor Cocktail	Roche	Cat#11836145001
Proteinase K	Roche	Cat#3115879001
SuperScript III	Life Technologies	Cat#18080085
3xFLAG peptide	Sigma	Cat#F4799-25MG
RNace-It Ribonuclease Cocktail	Agilent	Cat#400720
TSAP Thermosensitive Alkaline Phosphatase	Promega	Cat#M9910
RNasin Ribonuclease Inhibitor	Promega	Cat#N2115
Recombinant RNasin Ribonuclease Inhibitor	Promega	Cat#N2511
miR-cat 33 conversion oligo pack	IDT	N/A
T4 RNA Ligase 1 (ssRNA Ligase)	NEB	Cat#M0204L
T4 PNK, T4 polynucleotide kinase	NEB	Cat#M0201L
Hybond-C Extra membrane	GE Healthcare	Cat#RPN303E
Kodak BioMax MS autoradiography film	Kodak	Cat#8222648
MetaPhor agarose	Lonza	Cat#50180
NuPAGE 4–12% (wt/vol) polyacrylamide Bis-Tris gels	Life Technologies	Cat#NP0335
NuPAGE LDS sample buffer 4 ×	Life Technologies	Cat#NP0007
NuPAGE SDS-MOPS running buffer	Life Technologies	Cat#NP0001
NuPage transfer buffer	Life Technologies	Cat#NP00061
MinElute Gel extraction kit	QIAGEN	Cat#28604
Proteinase K	Roche	Cat#03115836001
RNase H	NEB	Cat#M0297L
TaKaRa long and accurate (LA) Taq	Clontech	Cat#RR002M
γ32P-ATP 0.5 mCi 18.5 MBq Spec act. > 6000 Ci/mmol	Hartman	Cat#SRP-501
NEBNext® High-Fidelity 2X PCR Master Mix	NEB	Cat#M0541
4-hydroxytamoxifen	Sigma	Cat#H6278
Puromycin	Sigma	Cat#P8833
Cycloheximide	Sigma	Cat#C7698
Harringtonine	LKT Laboratories	Cat#H0169
Immobilon Western Chemiluminiscent HRP Substrate	Merck Millipore	Cat#WBKLS0500
Thapsigargin	Invitrogen	Cat#T7459

**Critical Commercial Assays**		

ScriptSeq RNA-Seq Library Prep Kit	NEB	Cat#E7645
Agilent Absolutely RNA Miniprep Kit	Epicenter	Cat#SSV21106
TruSeq RNA Library Prep Kit v2	Illumina	Cat#RS-122-2001
miRNeasy RNA Extraction kit	QIAGEN	Cat#217004
Ribo-Zero Gold rRNA Removal Kit	Illumina	Cat#MRZG12324
PrimeScript RT-PCR Kit	Takara Bio	Cat#RR036A-1
Qubit dsDNA HS Assay Kit	Thermo Fisher	Cat#Q32854
SsoAdvanced SYBR Green Supermix	Bio-Rad	Cat#172-5274

**Deposited Data**		

CRAC	This paper	GEO: GSE134020
Ribosome profiling (monosome and disome profiling)	This paper	GEO: GSE134020
RNA-seq	This paper	GEO: GSE134020
Human ribosome structure	PDB	PDB #4UG0
Mouse pre-rRNA sequence	Grozdanov et al., 2003	GenBank BK000964
*Mus musculus* GRCm38/mm10 genome assembly, Mus_musculus.GRCm38.75.dna.primary_assembly.fa	Ensembl	ftp://ftp.ensembl.org/pub/release-75/fasta/mus_musculus/dna/
Gene annotations: Gencode M16 = Ensembl 91 (GRCm38) (including tRNAs and Appris isoforms)	Gencode	https://www.gencodegenes.org/mouse/release_M16.html
Original uncropped western blot images	This study	N/A

**Experimental Models: Cell Lines**		

*Rosa26*^*Cre-ERT2/-*^	Flemr and Bühler, 2015	cMB052
*Rosa26*^*Cre-ERT2/BirA-V5*^	Ostapcuk et al., 2018	cMB063
*Rosa26*^*Cre-ERT2/BirA-V5*^*Xrn1*^*3xFLAG-Avi/3xFLAG-Avi*^	This study	cMB315
*Rosa26*^*Cre-ERT2/BirA-V5*^*Aven*^*3xFLAG-Avi/3xFLAG-Avi*^	This study	cMB323
*Rosa26*^*Cre-ERT2/BirA-V5*^*Skiv2l*^*3xFLAG-Avi/3xFLAG-Avi*^	This study	cMB331
*Rosa26*^*Cre-ERT2/BirA-V5*^*Mtr4*^*1xFlag-Avi/1xFlag-Avi*^	Tuck et al., 2018	cMB376
*Rosa26*^*Cre-ERT2/BirA-V5*^*Rps10*^*3xFLAG-Avi/3xFLAG-Avi*^	This study	cMB395
*Rosa26*^*Cre-ERT2/BirA-V5*^*Skiv2l*^*3xFLAG-Avi/3xFLAG-Avi*^*Focad*^*−/−*^	This study	cMB396
*Rosa26*^*Cre-ERT2/BirA-V5*^*Skiv2l*^*3xFLAG-Avi/3xFLAG-Avi*^*Focad*^*−/−*^	This study	cMB397
*Rosa26*^*Cre-ERT2/BirA-V5*^*Skiv2l*^*3xFLAG-Avi/3xFLAG-Avi*^*Aven*^*−/−*^	This study	cMB399
*Rosa26*^*Cre-ERT2/BirA-V5*^*Skiv2l*^*3xFLAG-Avi/3xFLAG-Avi*^*Aven*^*−/−*^	This study	cMB400
*Rosa26*^*Cre-ERT2/-*^*Skiv2l*^*fl/fl*^	This study	cMB434
*Rosa26*^*Cre-ERT2/-*^*Skiv2l*^*fl/fl*^	This study	cMB435
*Rosa26*^*Cre-ERT2/BirA-V5*^*Skiv2l*^*3xFLAG-Avi/3xFLAG-Avi*^*Aven*^*−/−*^*Skiv2l*^*fl/fl*^	This study	cMB471
*Rosa26*^*Cre-ERT2/BirA-V5*^*Skiv2l*^*3xFLAG-Avi/3xFLAG-Avi*^*Aven*^*−/−*^*Skiv2l*^*fl/fl*^	This study	cMB472
*Rosa26*^*Cre-ERT2/BirA-V5*^*Mtr4*^*3xFlag-Avi/3xFlag-Avi*^	Tuck et al., 2018	cMB503
*Rosa26*^*Cre-ERT2/BirA-V5*^*Skiv2l*^*3xFLAG-Avi/3xFLAG-Avi*^*Dis3l*^*2xHA-FKBP12(F36V)/ 2xHA-FKBP12(F36V)*^	This study	cMB510

**Oligonucleotides**		

qPCR primers, see Table S1	This paper	N/A
Donor oligonucleotides for genome editing, see Table S1	This paper	N/A
5′ adapters for CRAC (barcodes highlighted):		N/A
/5InvddT/ACACrGrArCrGrCrUrCrUrUrCrCrGr ArUrCrUrNrNrNrNrUrArArGrC	L5Aa	IDT custom synthesis
/5InvddT/ACACrGrArCrGrCrUrCrUrUrCrCr GrArUrCrUrNrNrNrNrArUrUrArGrC	L5Ab	IDT custom synthesis
/5InvddT/ACACrGrArCrGrCrUrCrUrUrCrCrGr ArUrCrUrNrNrNrNrGrCrGrCrArGrC	L5Ac	IDT custom synthesis
/5InvddT/ACACrGrArCrGrCrUrCrUrUrCrCrGr ArUrCrUrNrNrNrNrCrGrCrUrUrArGrC	L5Ad	IDT custom synthesis
/5InvddT/ACACrGrArCrGrCrUrCrUrUrCrCrGr ArUrCrUrNrNrNrNrArGrArGrC	L5Ba	IDT custom synthesis
/5InvddT/ACACrGrArCrGrCrUrCrUrUrCrCrGr ArUrCrUrNrNrNrNrGrUrGrArGrC	L5Bb	IDT custom synthesis
/5InvddT/ACACrGrArCrGrCrUrCrUrUrCrCrGr ArUrCrUrNrNrNrNrCrArCrUrArGrC	L5Bc	IDT custom synthesis
/5InvddT/ACACrGrArCrGrCrUrCrUrUrCrCrGr ArUrCrUrNrNrNrNrUrCrUrCrUrArGrC	L5Bd	IDT custom synthesis
/5InvddT/ACACrGrArCrGrCrUrCrUrUrCrCrGr ArUrCrUrNrNrNrNrCrUrArGrC	L5Ca	IDT custom synthesis
/5InvddT/ACACrGrArCrGrCrUrCrUrUrCrCrGr ArUrCrUrNrNrNrNrUrGrGrArGrC	L5Cb	IDT custom synthesis
/5InvddT/ACACrGrArCrGrCrUrCrUrUrCrCrGr ArUrCrUrNrNrNrNrArCrUrCrArGrC	L5Cc	IDT custom synthesis
/5InvddT/ACACrGrArCrGrCrUrCrUrUrCrCrGr ArUrCrUrNrNrNrNrGrArCrUrUrArGrC	L5Cd	IDT custom synthesis
AATGATACGGCGACCACCGAGATCTACACT CTTTCCCTACACGACGCTCTTCCGATCT	P5	IDT custom synthesis
CAAGCAGAAGACGGCATACGAGATCGGTCT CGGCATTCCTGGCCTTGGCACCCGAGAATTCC	PE	IDT custom synthesis

**Software and Algorithms**		

STAR 2.5.0a	Dobin et al., 2013	N/A
Bedtools 2.26.0	Quinlan, 2014	N/A
Samtools 1.6	Li et al., 2009	N/A
R version 3.5.1 Patched (2018-11-02 r75543)	R Core Team, 2013	https://www.r-project.org/
ggplot2 3.1.0	Wickham, 2016	N/A
FASTX Toolkit 0.0.14		http://hannonlab.cshl.edu/fastx_toolkit/
pyCRAC	Webb et al., 2014	N/A
prinseq-lite-0.20.4	Schmieder and Edwards, 2011	N/A
bowtie2-2.3.4.1	Langmead and Salzberg, 2012	N/A
DESeq2	Love et al., 2014	N/A
RNAfold 2.1.5	Lorenz et al., 2011	N/A
cutadapt	Martin, 2011	N/A
StringTie 1.3.3b	Pertea et al., 2015	N/A
edgeR v3.16.5	Robinson et al., 2010	N/A

### Lead Contact and Materials Availability

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Marc Bühler (). All unique reagents generated in this study are available from the Lead Contact with a completed Materials Transfer Agreement.

### Experimental Model and Subject Details

Male 129 × C57BL/6 mouse embryonic stem cells (mESC) (Mohn et al., 2008) were grown in serum/LIF media (DMEM (GIBCO 21969-035) supplemented with 15% fetal bovine serum (GIBCO 10270106), 2 mM L-glutamine (GIBCO 25030024), 1x non-essential amino acids (GIBCO 11140035), 1 mM sodium pyruvate (GIBCO 11360070), 0.1 mM 2-mercaptoethanol (Sigma M-7522), 50 mg ml^−1^ penicillin, 80 mg ml^−1^ streptomycin and homemade LIF) at 37 °C in 5% CO2. Cells were cultured on dishes coated with 0.1% gelatin (Sigma G1890).

### Method Details

#### Generation of endogenously tagged cell lines

Endogenous gene tagging with a 3xFLAG-AviTag was performed in mES 129 × C57BL/6 cells expressing BirA ligase and CreERT2 from the *Rosa26* locus (cMB063) (Ostapcuk et al., 2018), using TALEN or CRISPR-Cas9 homology-directed repair with single-stranded oligodeoxynucleotide (ssODN) donor templates encoding the tag, flanked by 5′ and 3′ homology arms. The ssODNs donors were synthetized as ultramers by Integrated DNA Technologies. N-terminally tagged *Skiv2l*^*3xFLAG-Avi/3xFLAG-Avi*^ clone 8F (cMB331) and *Aven*^*3xFLAG-Avi/3xFLAG-Avi*^ clone 2B (cMB323) were generated using TALENs and Cas9/gRNA, respectively, cutting near the start codon. *Xrn1*^*3xFLAG-Avi/3xFLAG-Avi*^ clone 4F (cMB315) was C-terminally tagged using Cas9/gRNA cutting near the stop codon. N-terminally tagged *Mtr4* cell lines (cMB376 and cMB503) were previously described (Tuck et al., 2018). C-terminally tagged *Rps10*^*3xFLAG-Avi/3xFLAG-Avi*^ clone 4E (cMB395) was generated using Cas9/gRNA cutting near the stop codon. N-terminally tagged *Dis3l*^*2xHA-FKBP12(F36V)/ 2xHA-FKBP12(F36V)*^ (cMB510) was generated in the *Skiv2l*^*3xFLAG-Avi/3xFLAG-Avi*^ (cMB331) background using Cas9/gRNA cutting near the start codon. For homology-directed repair, the donor sequence encoding the 2xHA-FKBP12(F36V) tag, flanked by ∼550bp *Dis3l* 5′ and 3′ homology arms was cloned into a pBLU plasmid and transfected together with the Cas9/gRNA. All clones were screened for homozygous integration of the tag by PCR and Sanger sequencing and expression of the fusion proteins was confirmed by western blot with an anti-FLAG or anti-HA antibody. Biotinylation of the tag was verified by western blot using streptavidin-HRP. A full list of genome-edited cell lines together with TALENs, gRNAs and donor ssODN ultramer sequences can be found in Table S1.

#### Generation of straight KO cell lines

*Aven*^*−/−*^ clones 4H (cMB399) and 6G (cMB400) were generated in a *Skiv2l*^*3xFLAG-Avi/3xFLAG-Avi*^ background (cMB331) using Cas9/gRNAs targeting *Aven* exon 3 and exon 6 (last exon), resulting in a deletion of approximately 5.7 kb. *Focad*^*−/−*^ clones 2F (cMB396) and 4B (cMB397) were generated in a *Skiv2l*^*3xFLAG-Avi/3xFLAG-Avi*^ background (cMB331) with Cas9/gRNAs targeting intron 2 and intron 4. The resulting deletion of approximately 7.3 kb introduces a frameshift in exon 5. Homozygous knockout clones were screened by PCR and Sanger sequencing and deletion was confirmed by western blot or RT-qPCR. See also Table S1.

#### Generation of conditional KO cell lines

*Skiv2l*^*fl/fl*^ cell lines were generated in a 129 × C57BL/6 WT background expressing a CreERT2 recombinase fusion from the *Rosa26* locus (cMB052) as well as in *Aven*^*−/−*^ cells where *Skiv2l* is endogenously tagged (cMB399). A plasmid expressing Cas9 and gRNAs targeting *Skiv2l* intron 10 and intron 17 was co-transfected with ssODN containing homology arms and LoxP sites for integration. Recombination of the LoxP sites eliminates exons 11-17 containing the catalytic DExH box and results in out-of-frame translation of the last 18 exons. Clones with homozygous insertions of LoxP sites in both intron 10 and intron 17 were screened by PCR and Sanger sequencing. Proper recombination of the LoxP sites was tested by RT-qPCR, or western blot, following treatment with 0.1 μM 4-hydroxytamoxifen (4-OHT) (Sigma) for 2, 4 or 6 days. See also Table S1.

#### Transfections

For genome editing with CRISPR-Cas9, gRNAs were cloned into the SpCas9-2A-mCherry vector (Knuckles et al., 2017). To generate endogenously tagged *Xrn1* (cMB315), *Aven* (cMB323) and *Rps10* (cMB395), cells were transfected with 1000 ng SpCas9-2A-mCherry, 1400 ng ssODN donor and 100 ng pRRE GFP homologous recombination reporter (Flemr and Bühler, 2015). mCherry and GFP double-positive cells were FACS-sorted 24 hours after the transfection and seeded sparsely (10,000 cells) on 10 cm plates for clonal expansion. After 5-7 days, colonies were individually picked into 96-well plates, expanded and genotyped by PCR. Cells with proper in-frame homozygous insertions of the tag were further confirmed by Sanger sequencing and western blot.

For endogenous tagging of *Skiv2l* (cMB331) with TALENs, cells were transfected with 400 ng of each TALEN, 1000 ng ssODN donor and 100 ng of pRRP puromycin recombination reporter (Flemr and Bühler, 2015). 24 hours post-transfection, the cells were selected with 2 μg/ml puromycin for 28 hours and surviving cells were plated at clonal densities as described above. *Skiv2l*^*fl/fl*^ cell lines were generated by transfecting 450 ng of each SpCas9-2A-mCherry gRNA plasmid, 500 ng of each LoxP ssODN donor and 50 ng of each pRRP puromycin reporter and selection with 2 μg/ml puromycin.

To create *Aven*^*−/−*^ (cMB399 and cMB400) and *Focad*^*−/−*^ (cMB396 and cMB397), cells were transfected with 500 ng of each SpCas9-2A-mCherry gRNA vector and 50 ng of each pRRP or pRRE-GFP reporter. *Aven*^*−/−*^ cells were selected on 2 μg/ml puromycin and *Focad*^*−/−*^ cells were selected by FACS-sorting mCherry-GFP double-positives.

To generate endogenously tagged *Dis3l*^*2xHA-FKBP12(F36V)/ 2xHA-FKBP12(F36V)*^ (cMB510), *Skiv2l*^*3xFLAG-Avi/3xFLAG-Avi*^ (cMB331) cells were transfected with 500 ng SpCas9-2A-mCherry, 700 ng pBLU 2xHA-FKBP12(F36V) donor plasmid and 100 ng pRRP puromycin reporter. The cells were selected with 2 μg/ml puromycin and genotyped as described above. All transfections were carried out with Lipofectamine 3000 reagent at 3 μl per 1 μg of total DNA in OptiMem media. Approximately 500,000 cells were used for each transfection.

#### RNA sequencing

Total RNA was extracted from ∼80% confluent 6 cm dishes using the Agilent Absolutely RNA Miniprep Kit with on-column DNase digestion. After ribosomal RNA depletion with the Illumina Ribozero kit, libraries were constructed using either ScriptSeq v2 or TruSeq v2 kits and sequenced on an Illumina HiSeq2500 platform (50 nt single-end reads). Total RNA from *Skiv2l*^*fl/fl*^ conditional knockouts was extracted after culturing the cells in media supplemented with 0.1 μM 4OHT for 0, 2, 4 or 6 days to induce *Skiv2l* knockout.

To measure transcriptome-wide RNA half-lives, 300,000 mESCs were seeded per well of a six-well dish and grown for 48 h in serum + LIF medium. The medium was replaced by fresh medium with 5 μM actinomycin D (from a 5 mg/ml stock in DMSO) and the cells were incubated for 120, 240 or 360 min. A mock treatment (360 min) was included, using medium with the same amount of DMSO but no actinomycin D. After the indicated times, cells were washed twice with 37°C PBS and RNA extracted using the Agilent Absolutely RNA Miniprep kit. ERCC RNA spike-ins were added to the lysis buffer (1.7 μL of a 1:10 dilution per sample) before it was added to the cells. Three technical replicates were performed for each cell line, treatment and time point.

#### CRAC

CRAC was performed as described in (Tuck et al., 2018), with minor modifications, and is described in full here:

mESCs were grown in 2x 15-cm dishes to ∼80% confluency, dishes washed 2x with PBS, the PBS removed, then cells crosslinked on ice (with dishes facing up) in a Stratagene Stratalinker 2400 (400 mJ cm^−2^). Cells were lysed by incubating with 5 mL of either TN150+NP40 (50 mM Tris-HCl pH 7.8, 150 mM NaCl, 0.5% Nonidet P40 substitute and 1x cOmplete Protease Inhibitor Cocktail), or of RIPA (50 mM Tris-HCl pH 7.8, 300 mM NaCl, 1.0% Nonidet P40 substitute, 0.1% SDS, 10% (v/v) glycerol, 0.5% sodium deoxycholate, 1 mM beta-mercaptoethanol, 1x cOmplete Protease Inhibitor Cocktail), as indicated in Table S2. The harsher buffer (RIPA) was initially used to ensure complete extraction, but as this can reduce FLAG binding we later switched to a milder buffer (TN150), which did not affect library content. The cells were further disrupted using a cell scraper then lysates collected and centrifuged (6500 xg for 20 min at 4°C). Supernatants were frozen in liquid nitrogen and stored at −80°C.

Lysates were thawed on ice and incubated with 100 μL anti-FLAG M2 magnetic beads overnight. The supernatant was discarded and beads washed 3x with 1 mL TN150 (50 mM Tris-HCl pH 7.8, 150 mM NaCl, 0.1% Nonidet P40 substitute). Protein:RNA complexes were eluted by incubating beads in 1.5 mL TN150 supplemented with 5 mM beta-mercaptoethanol and 0.3 mg/ml 3xFLAG peptide, rotating at 4°C for 2 hr. The eluate was then incubated with 50 μL Dynabeads M-280 Streptavidin, rotating at 4°C overnight. Beads were washed 2x in TN600 (50 mM Tris-HCl pH 7.8, 600 mM NaCl, 0.1% Nonidet P40 substitute, 5 mM beta-mercaptoethanol) and 2x in TN150 supplemented with 5 mM beta-mercaptoethanol. RNA was fragmented by incubating beads in 500 μL TN150 supplemented with 5 mM beta-mercaptoethanol and 1 μL of 0.1 U diluted RNace-IT. After 4 min at 37°C, the RNases were denatured by replacing the solution with 400 μL WBI (50 mM Tris-HCl pH 7.8, 300 mM NaCl, 0.1% Nonidet P40 substitute, 5 mM beta-mercaptoethanol and 4.0 M guanidine hydrochloride). The beads were washed 2x in WBI, then 3x in 400 μL 1xPNK (50 mM Tris-HCl pH 7.8, 10 mM MgCl_2_, 0.5% Nonidet P40 substitute, 5 mM beta-mercaptoethanol).

The following four enzymatic reactions were then performed in 80 μL 1xPNK buffer (omitting the Nonidet P40 substitute), to ligate 3′ and 5′ adapters onto RNA fragments. After each reaction, beads were washed 1x in WBI and 3x in 1xPNK:

(i) Alkaline phosphatase treatment (30 min, 37°C): 8 U TSAP, 80 U RNasIN.
(ii) 3′ linker ligation (overnight, 16°C): 0.1 nmol miRCat-33 DNA linker, 40 U T4 RNA Ligase 1, 80 U RNasIN, 12.5% (v/v) PEG8000.
(iii) 5′ phosphorylation (1 hr, 37°C): 40 U T4 PNK, 2 μL γ32P-ATP (after 30 min, add 1 μL 100 mM rATP and an additional 20 U T4 PNK).
(iv) 5′ linker ligation (overnight, 16°C): 0.2 nmol 5′ linker, 40 U T4 RNA Ligase 1, 1.25 mM rATP, 80 U RNasIN, 12.5% (v/v) PEG8000.

After the final reaction, beads were washed 3x in WBII (50 mM Tris-HCl pH 7.8, 50 mM NaCl, 0.1% Nonidet P40 substitute, 5 mM beta-mercaptoethanol), resuspended in 30 μL 1x NuPAGE LDS sample buffer, heated at 95°C for 2 min, and the eluate quickly removed and loaded onto a NuPAGE 4%–12% polyacrylamide gel. The gel was run at 100 V for ∼1 hr, then protein:RNA complexes transferred to Hybond-C extra nitrocellulose membrane (Amersham) at 150 V for 1.5 hr using a wet transfer system and NuPAGE transfer buffer with 15% methanol. The membrane was then briefly dried, exposed to BioMax MS film (4 hr to overnight) and the region corresponding to the protein:RNA complex cut out.

The membrane slice was then incubated in 400 μL WBII with 1% (w/v) SDS, 5 mM EDTA and 100 μg Proteinase K at 55°C for 2 hr. The solution was then removed to another tube, 50 μl 3M NaAc pH 5.2 and 500 μl of 1:1 phenol:chloroform mix added, and the mixture vortexed then centrifuged at 14,000 xg for 20 min. The top phase was transferred into a new tube and 1 mL ethanol and 20 μg glycogen added. The solution was stored at −20°C overnight to precipitate RNA, then centrifuged at 14,000 xg for 1 hr. The pellet was washed once with 70% ethanol and allowed to briefly air dry, before resuspending in 11 μL water + 1 μL 10 μM miRCat-33 RT oligo + 1 μL 10 mM dNTP mix. The solution was heated to 80°C for 3 min, snap cooled on ice for 5 min, then the following mix added: 4 μL 5x first strand buffer (SSIII kit) + 1 μL 100 mM DTT (SSIII kit) + 1 μL recombinant RNasIN. After incubating for 3 min at 50°C, 200 U of SuperScript III was added and the reverse transcription allowed to proceed for 1 hr at 50°C. The reaction was stopped by heating to 65°C for 15 min, then RNA digested with 10 U RNase H at 37°C for 30 min. PCR reactions (80 μL) were then prepared, each with 2 μL cDNA, 10 pmol P5, 10 pmol PE, 12.5 nmol each dNTP and 2.5 U LA Taq. Typically, we ran five PCR reactions and then concentrated the products by ethanol precipitation before resolving on a 3% metaphor agarose gel in 0.5x TBE. A smear corresponding to the size of the two adapters plus inserts (total size ∼120-300 bp) was then excised, and DNA extracted using the MinElute gel extraction kit, eluting in 20 μL water. If the experiment was successful, we repeated the PCRs with the remaining half of the cDNA.

The above CRAC protocol is referred to as the “long” protocol. For some samples (indicated in Table S2), a shorter version of the protocol was used, which did not affect library content. The shorter version omits radiolabelling (using cold rATP instead), SDS-PAGE and transfer to nitrocellulose. Instead, after 3′ linker ligation, beads were washed and added directly to 400 μL WBII with 1% (w/v) SDS, 5 mM EDTA and 100 μg Proteinase K. This version of the CRAC protocol is referred to as the “short” protocol (indicated in Table S2).

#### Translation inhibition experiments for CRAC

Cells grown to ∼80% confluency on 15cm dishes were incubated with media supplemented with either 100 μg/mL cycloheximide or 5 μM harringtonine for 30 min at 37°C. Cells were then washed twice with PBS containing the same concentration of the corresponding inhibitors. PBS was removed after the last wash and the cells were cross-linked on ice, with the dishes facing up, in a Stratagene Stratalinker 2400 (400 mJ·cm−2) and processed for CRAC as described above.

#### Ribosome profiling

Cells were harvested (without cycloheximide pretreatment) and flash-frozen in liquid nitrogen. From the cell pellets, lysates were prepared and ribosome-protected mRNA fragments were generated by RNase I digestion as previously described (Janich et al., 2015). For the excision of footprints from 15% urea-polyacrylamide gels, single strand RNA oligonucleotides of 26 nt and 34 nt (for monosome footprints) and of 52 nt and 69 nt (for disome footprints) served as size markers for excision of footprints. After fragment purification with miRNeasy RNA Extraction kit, 5μg fragmented RNA was used for ribosomal RNA removal using Ribo-Zero Gold rRNA Removal Kit according to Illumina’s protocol for TruSeq Ribo Profile (RPHMR12126 Illumina).

Sequencing libraries were generated according to Illumina’s TruSeq Ribo-Profile protocol with minor modifications. Monosomes and disomes were treated as independent libraries. cDNA fragments were separated on a 10% urea-polyacrylamide gel and gel slices between 70-80 nt for monosomes and 97-114 nt for disomes were excised. The PCR-amplified libraries were size selected on an 8% native polyacrylamide gel. Monosome libraries were at ∼150 bp and disome libraries at ∼180 bp.

Parallel RNA-seq libraries were prepared essentially following the Illumina protocol (Janich et al., 2015); briefly, after total RNA extraction using miRNeasy RNA Extraction kit, ribosomal RNA was depleted using Ribo-Zero Gold rRNA Kit, and sequencing libraries generated from the heat-fragmented RNA as described (Janich et al., 2015). All libraries were sequenced on Illumina HiSeq 2500.

#### Western Blotting

Cells were lysed for 30 min on ice in 50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1% Triton-X, 0.5 mM EDTA, 5% glycerol, 1x protease inhibitor cocktail (Roche) and 1 mM DTT. Lysates were clarified by centrifugation at 16,000 xg for 10 min at 4°C and protein concentration was measured using the BioRad protein assay. Approximately 20 μg of total protein extract was resolved on NuPAGE-Novex Bis-Tris 4%–12% gradient gels (Thermo Fisher NP0322BOX), transferred semi-dry to a polyvinylidene fluoride (PVDF) membrane, blocked in 5% non-fat milk in TBS+0.05% Tween (TBST) for 30 min at room temperature and incubated with primary antibodies at 4 °C overnight. The following primary antibodies were used for western blotting: mouse anti-Flag (1:1,000, Sigma clone M2), rabbit anti-AVEN (1:2,000, ProScience 2417), rabbit anti-ATF4 (1:1,000, Cell Signaling D4B8 mAb11815), rabbit anti- Phospho-eIF2α Ser51 (1:1,000, Cell Signaling D9G8 mAb3398), rabbit anti-eIF4E (1:1,000, Bethyl A301-154A) and rat anti-tubulin (1:5,000, Abcam clone YL1/2). Following incubation with corresponding HRP-conjugated secondary antibodies, signal was visualized using Immobilon Western Chemiluminiscent HRP Substrate. To detect biotinylated proteins, after transfer, membranes were blocked in 2% bovine serum albumin (BSA) in TBST for 30 min and incubated with HRP-conjugated streptavidin (Strep-HRP) diluted 1:10,000 in 2% BSA-TBST for 30 min at room temperature. For detection of ATF4 and Phospho-eIF2α Ser51, membranes were first probed for ATF4, stripped in 25 mM Glycine, pH 2 and 1% SDS for 5 min at room temperature, rinsed with TBST, blocked in 5% non-fat milk TBST for 30 min and re-probed for Phospho-eIF2α Ser51.

#### Co-immunoprecipitations

*Dis3l*^*2xHA-FKBP12(F36V)/2xHA-FKBP12(F36V)*^ (cMB510) cells grown to ∼80% confluency in a 10 cm dish were trypsinized, collected in media and washed twice with PBS. The cells were lysed for 40 min at 4°C in 500 μl lysis buffer (10 mM Tris-HCl, pH 7.4, 150 mM NaCl, 2.5 mM MgCl_2_, 0.5% NP-40), supplemented with 1X protease inhibitor cocktail (Roche). Lysates were clarified by centrifugation at 16,000 g for 5 min and mixed with 30 μl Protein-G Dynabeads (Thermo Fisher 10004D) coupled to 2 μg anti-HA antibody (Roche 11867423001). The sample was incubated for 1 hour at 4°C on a rotating wheel. The beads were then washed four times in wash buffer (10mM Tris-HCl, pH 7.4, 150 mM NaCl, 2.5 mM MgCl_2_, 0.1% NP-40), resuspended in 60 μl 1X Bolt LDS Sample Buffer (Thermo Fisher B0007) and incubated at 85°C for 5 min to elute captured proteins from the beads. Following this, 2% of the input and 30% of the IP material were resolved on a NuPAGE-Novex Bis-Tris 4%–12% gradient gel (Thermo Fisher NP0322BOX), transferred semi-dry to a polyvinylidene fluoride (PVDF) membrane, blocked in 5% non-fat milk in TBS+0.05% Tween (TBST) for 30 min at room temperature and incubated with primary antibodies at 4 °C overnight. The following primary antibodies were used for western blotting: rat anti-HA (1:1,000, Roche 11867423001), mouse anti-Flag (1:1,000, Sigma clone M2), rabbit anti-Mtr4 (1:1,000, Thermo Fisher PA5-57927).

#### Affinity purification for LC–MS/MS

For tandem FLAG-streptavidin affinity purification, two confluent 15 cm dishes seeded with equal number *Skiv2l*^*3xFLAG-Avi/3xFLAG-Avi*^ cells or the corresponding untagged parental line were harvested by trypsinization, washed twice in PBS and lysed 2 hours to overnight at 4°C in whole cell lysis buffer (10 mM Tris-HCl pH 7.4, 150 mM KCl, 2.5 mM MgCl_2_, 0.5% NP-40), supplemented with 1X protease inhibitor cocktail, 50 units benzonase and 10 μg RNase A. Lysates were clarified by centrifugation at 16,000 g for 15 min and incubated with 20 μl anti-FLAG M2 Dynabeads for 4 hours at 4°C. After washing the FLAG beads three times with wash buffer (10mM Tris-HCl (pH 7.4), 150 mM KCl. 2.5 mM MgCl_2_, 0.1% NP-40), proteins were eluted from the beads three times for 15 min at 4°C with 100 μg/ml 3xFLAG peptide diluted in 150 μl wash buffer. The eluates were combined and incubated with 20 μl M-280 Streptavidin Dynabeads for 2 hours at 4°C, washed four times in wash buffer and two times in wash buffer without NP-40. For mass spectrometry analysis, captured proteins were digested with trypsin directly on the streptavidin beads. High-salt tandem FLAG-strep affinity purifications were essentially carried out as described above with the following modifications: cells from two confluent 10 cm dishes were lysed in buffer containing 350 mM KCl. For single-step streptavidin pull-downs, the FLAG purification step was omitted and total cell lysates from two confluent 10 cm dishes were applied directly to streptavidin beads. Every affinity purification experiment contained three separate technical replicates for each cell line.

#### Mass spectrometry analysis

Peptides generated by trypsin digestion (see ‘Affinity purification for LC–MS/MS’) were acidified with 0.8% TFA (final) and analyzed by LC–MS/MS on an EASY-nLC 1000 with a two column set-up (Thermo Scientific). The peptides were applied onto a peptide trap (Acclaim PepMap 100, 75 μm × 2 cm, C18, 3 μm, 100 Å) in 0.1% formic acid, 2% acetonitrile in H_2_O at a constant pressure of 80 MPa. Using a flow rate of 150 nl min^−1^, peptides were separated with a linear gradient of 2%–6% buffer B in buffer A in 3 min followed by an linear increase from 6 to 22% in 40 min, 22%–28% in 9 min, 28%–36% in 8 min, 36%–80% in 1 min and the column was finally washed for 14 min at 80% buffer B in buffer A (buffer A: 0.1% formic acid; buffer B: 0.1% formic acid in acetonitrile) on a 50 μm × 15 cm ES801 C18, 2 μm, 100 Å column (Thermo Scientific) mounted on a DPV ion source (New Objective) connected to a Orbitrap Fusion (Thermo Scientific). Data acquisition was performed using 120,000 resolution for the peptide measurements in the Orbitrap and a top T (3 s) method with HCD fragmentation for each precursor and fragment measurement in the ion trap following the manufacturer guidelines (Thermo Scientific).

Peptide identification was performed with MaxQuant version 1.5.3.8 using Andromeda as search engine (Cox et al., 2011). The mouse subset of the UniProt version 2015_01 combined with the contaminant DB from MaxQuant was searched and the protein and peptide FDR values were set to 0.05. All MaxQuant parameters can be found in Table S5.

Statistical analysis was done in Perseus (version 1.5.2.6) (Tyanova et al., 2016). Results were filtered to remove reverse hits, contaminants and peptides found in only one sample. Missing values were imputed and potential interactors were determined using t test and visualized by a volcano plot. Significance lines corresponding to an FDR of 0.05 and S0 (curve bend) between 0.2 and 2.0 are shown in the corresponding Figures. Results were exported from Perseus and visualized using statistical computing language R.

#### Cell cycle analysis

Cells were synchronized at the G1/S boundary using a double-thymidine block. Briefly, 300,000 cells of each indicated cell line were seeded on 6-well plates and grown overnight in normal serum/LIF media, or media containing 0.1 μM 4-OHT to induce *Skiv2l* knockout where necessary. On the following day, the cells were switched to media supplemented with 2 mM Thymidine and cultured for 18 hours, released into the cell cycle for 9 hours by removal of the drug with three PBS washes and cultured in 2 mM thymidine media for another 18 hours. The cells were then released from the second block by three PBS washes and harvested at 0, 4 and 8 hours after thymidine withdrawal. For each sample, equal number of cells were fixed in ice-cold 70% ethanol and incubated overnight at 4°C. The cells were then permeabilized with PBS + 0.1% triton X200 for 2 min, stained with 1 μg/mL DAPI in PBS+0.1% triton X200 and DNA content was analyzed by flow cytometry. Histogram plots were generated using the FlowJo software.

#### ATF4 induction with Thapsigargin

Approximately 120,000 cells per sample were seeded in 24-well plates and cultured in normal serum/LIF media overnight. On the following day the cells were switched to media supplemented with 200 mM Thapsigargin to induce the integrated stress response and upregulation of ATF4, and harvested for western blot analysis at 0, 0.5, 2 or 4 hours of incubation with the drug.

#### RT-qPCR

Total RNA was extracted from mES cells with the Agilent Absolutely RNA Miniprep Kit and 500ng of RNA was reverse-transcribed using the PrimeScript RT-PCR Kit. qPCR was performed with SsoAdvanced SYBR Green Supermix on a CFX96 Real-Time PCR System (Bio-Rad) and relative RNA levels were calculated using the ΔC_t_ method and normalization to TBP mRNA abundance. A list of qPCR primers is provided in Table S1.

### Quantification and Statistical Analysis

#### CRAC data preprocessing and alignment

CRAC reads were preprocessed with the FASTX Toolkit 0.0.14. Adapters were removed with fastx_clipper, low quality bases trimmed/reads removed using fastq_quality_trimmer -t 25 and fastq_quality_filter -q 20 -p 90, and sequencing artifacts removed using fastx_artifacts_filter. Duplicate reads (including UMI) were collapsed, then pyCRAC (Webb et al., 2014) used to split samples by their inline barcodes and extract the UMIs. Low complexity regions were removed (“low complexity stripping”) from the 3′ end of sequences (defined as stretches of 2 nt more where 80% of positions are the same nucleotide, e.g., AAAAGAA), and prinseq-lite-0.20.4 (Schmieder and Edwards, 2011) used as an additional filter to remove low complexity reads (settings -lc_threshold 20 -lc_method dust). We then applied a set of filters to obtain uniquely mapping reads, and remove reads mapping to repeats or abundant non-coding RNAs (e.g., tRNA, snoRNA or rRNA). For this, reads were separately mapped with bowtie2-2.3.4.1 (Langmead and Salzberg, 2012) (settings–local -p 10 -a–very-sensitive) to three indexes:

Genome: mm10 genomic sequence.

Gencode non-coding RNAs: Gencode release M16 Mt_rRNA, Mt_tRNA, miRNA, rRNA, scRNA, snoRNA, sRNA, scaRNA and snRNA features from the file gencode.vM16.annotation.gtf, and predicted tRNAs from the file gencode.vM16.tRNAs.gtf, and a repeat-masked version of mouse pre-rRNA (Grozdanov et al., 2003).

Gencode mRNAs/lincRNAs: Gencode release M16 protein_coding and lincRNA features from the file gencode.vM16.annotation.gtf.

Reads were assigned as “repeats/ncRNAs” and excluded if they mapped best or equally well either to regions of the genome overlapping RepeatMasker repeats (downloaded from UCSC table browser, version 2012-02-07) or to Gencode non-coding RNAs. From the remaining reads, those mapping better or equally well to Gencode mRNA/lincRNAs as to the genome were extracted. A filter was then applied, by mapping these reads (bowtie2-2.3.4.1–local -p 10 -a–very-sensitive) to an index with one transcript isoform per protein-coding gene (the APPRIS principal isoform was selected, taking one at random if a gene possessed multiple; were refer to these as “Appris transcripts”), and selecting reads with (i) a second best match score (if detected) < 0.8 times the best match score and (ii) a MAPQ ≥ 8. Reads were removed if the 5′ end was soft-clipped, and duplicate reads collapsed based on their UMIs and 5′ end mapping positions (retaining one read at random).

For comparing CRAC data with ribosome profiling, an identical procedure was used, except using a list of transcripts robustly detected in the ribosome profiling experiments instead of Appris transcripts. Where multiple transcripts were detected from the same gene, alignments were prioritized to the primary isoform if it could be determined (see ribosome profiling methods).

#### CRAC quantification of non-templated 3′ tails

To identify reads containing non-templated 3′ tails, preprocessed reads identified as uniquely mapping to Appris transcripts were extracted, then filtered to retain those for which the 3′ adaptor could be identified and stripped. Bowtie2-2.3.4.1 was then used to align these reads (which were not subject to low complexity stripping from the 3′ end) to the genome, transcriptome and Appris transcripts (defined above), with the following settings, as described in (Travis et al., 2014): -D 20 -R 3 -N 0 -L 16–local -i S,1,0.50–score-min L,18,0–ma 1–np 0–mp 2,2–rdg 5,1–rfg 5,1. Tails were extracted by identifying examining alignments for 3′ soft clipping. Reads were required to align better to the transcriptome than to the genome (to prevent “tails” being identified that in fact correspond to exon-exon junctions). Only homopolymeric tails were analyzed, with no minimum length requirement.

#### CRAC PCA, correlation matrix and tSNE

Filtered, uniquely mapping CRAC reads were counted for all mRNAs (using alignments to Appris transcripts, as defined above, and thus excluding reads mapping to introns). Each CRAC replicate was processed separately. For tSNE analysis, CRAC replicates were pooled, to give one dataset each for MTR4, SKIV2L and XRN1. These three count datasets were then normalized to the sum of the smallest dataset, and mRNAs retained with > 1 normalized count in all datasets, and > 10 normalized counts in at least one dataset. To obtain “relative binding” to MTR4, SKIV2L and XRN1, for each transcript the normalized counts were divided by its total normalized counts. Therefore, for each transcript, the “relative binding” of MTR4 + SKIV2L + XRN1 sums to 1. In parallel, to check that small differences in transcript levels between cell lines do not distort the analysis, relative binding values were normalized to rpkm values taken from RNA-seq analysis of the three cell lines.

#### Differential SKIV2L binding analysis

As genes were differentially expressed in *Aven*^*−/−*^ cells versus WT, an interaction model accounting for differences in transcript levels, as described by (Chothani et al., 2017), was used to compare SKIV2L binding for these two cell lines.

#### Identification of rRNA binding sites by CRAC

The human ribosome structure was downloaded from PDB (4UG0) and its 18S rRNA sequence extracted. This was then substituted to match the mouse 18S rRNA sequence where possible, to facilitate alignment. CRAC reads with adapters and barcodes removed were aligned to this modified 18S rRNA sequence using bowtie2-2.2.3 (–sensitive mode). Alignments were filtered to remove those less than 20 bp long, or with an edit distance > 1. Reads were then piled up across the modified 18S rRNA sequence using samtools-1.3 (depth command) (Li et al., 2009). For each CRAC sample, these values were converted to single position counts per million, then mean normalized counts calculated for 20 nt bins across the entire 18S rRNA. This was repeated for 99 CRAC datasets, including several replicates each for SKIV2L, AVEN and XRN1, and an in-house collection of datasets from many unrelated proteins or untagged cell lines which served as controls. This extensive control dataset enabled specific signal to be robustly distinguished from background or technical artifacts. We also included additional SKIV2L, AVEN and XRN1 datasets for which global coverage was too low for mRNA analysis, but rRNA coverage sufficiently high for rRNA analysis. All raw data are deposited in GEO under accession GSE134020 and the control datasets indicated.

To quantify specific binding of AVEN, a negative binomial model was then used to fit the AVEN and control values for each 20 nt 18S rRNA bin. This model contained AVEN versus control as a factor, and was compared to a null (intercept only) model using a χ2 test (accounting for multiple hypothesis testing using the Benjamini Hochberg method with an FDR of 0.05). The χ2 p values were then used to color significantly bound regions of the 18S rRNA, in the context of the 40S ribosome structure. This procedure was repeated for SKIV2L and XRN1. Note that SKIV2L and XRN1 were included as controls for each other, and XRN1 (but not SKIV2L) was included as a control for AVEN.

#### CRAC plots around start and stop codons

Uniquely mapping CRAC reads were piled up across each Appris transcript, and each transcript normalized by dividing by its the maximum read depth, and transcripts with fewer than five reads excluded. These normalized values were then either plotted around the start or stop codon of each individual transcript (arranging transcripts by 5′ UTR or 3′ UTR length), or values were summed to produce a metaplot.

#### CRAC enrichment at amino acid combinations

The 3′ end positions of filtered uniquely mapping (but not low complexity stripped) SKIV2L CRAC reads were extracted for all mRNAs. These reads were further filtered to retain only those for which the 3′ adaptor had been identified and removed (so the 3′ end of the remaining read corresponds to the true 3′ end of a captured RNA fragment). Taking mRNAs with at least five CRAC reads passing these filters, 204 nt sliding windows were generated across the CDS, with an offset of 1 between each window. For each window, the hexamer (6 nt sequence) at its center was recorded, together with its frame (0, 1 or 2) relative to the start codon. SKIV2L CRAC 3′ ends were then piled up across every window for each transcript, and windows with at least five counts retained. The values for each position of a given window were then divided by the sum for that window. Windows were then grouped by their central hexamer (e.g., AAAAAG) and its frame (e.g., 0), and pileups summed for each group, dividing by the number windows within each group. This provides an average distribution of SKIV2L-bound RNA fragment 3′ ends around every 6 nt motif, for frames 0, 1 and 2. This process was repeated for XRN1, RPS10 (a ribosomal protein) and TRIM71 CRAC datasets, which were used as controls.

For each dataset, hexamer and frame, the values for the central 6 nt were summed (these correspond precisely to the hexamer). “SKIV2L-bound” hexamer/frame combinations were then defined as those for which the SKIV2L value was higher than any of the other (control) datasets, and higher than that expected if SKIV2L reads had been distributed evenly across the 204 nt window. Hexamers were then translated into amino acid pairs (e.g., AAAAAG = > KK), then for each amino acid pair, the proportion of SKIV2L-bound hexamers calculated. This was repeated for in-frame hexamers (frame 0) and out of frame hexamers (frames 1 and 2). Only amino acid pairs with at least four contributing hexamers were evaluated. These final values (ranging from 0 to 1) give an indication of whether SKIV2L binds preferentially to particularly amino acid pairs, and whether this is frame specific (i.e., likely to reflect the encoded amino acids) or not (i.e., likely to reflect the underlying sequence).

#### CRAC and disome profiling repeat analyis

For plots around amino acids repeats, the 3′ ends of uniquely mapping CRAC reads (not low complexity stripped) for which adapters were detected and removed, and uniquely mapping ribosome profiling reads, were used. These were piled up across windows centered on all 3-4 amino acid repeat tracts in Appris mRNAs (e.g., KKKK, AAA, etc), including 96 nt either side. Data were binned into 6 nt bins and normalized to the maximum count for each window. Values were then summed for each repeat type (e.g., K, A, etc) at each position.

For plots around polypurine ([G/A]_12+_) tracts, a similar approach was used, piling up CRAC 3′ read positions or ribosome profiling reads across windows centered on the GA tract and including 96 nt flanks. For each window, pileups were normalized to the total counts, then pileups summed for windows grouped by G or A content, or grouped by the encoded amino acids (e.g., those with > 30% lysine). Note that repeat tracts were only identified in-frame, and were required to be a multiple of three nt long (to enable them to be translated into an amino acid sequence).

#### RNA-seq analysis

RNA-seq reads were aligned to mm10 and counted using STAR_2.5.0a (–runMode alignReads –outSAMtype BAM SortedByCoordinate–outFilterType BySJout–outFilterMultimapNmax 1–outFilterMismatchNmax 3–outSAMmultNmax 1–outSAMattributes NH HI NM MD AS nM–outMultimapperOrder Random–outSAMunmapped None–quantMode GeneCounts). The STAR index was made using the Mus_musculus.GRCm38.75.dna.primary_assembly.fa file, providing gencode.vM16.annotation.gtf as the sjdbGTF file. DESeq2 (Love et al., 2014) was used to test for differential gene expression, with the model formula including biological clone (where at least two were available), sequencing batch (where more than one was performed) and genotype/treatment (WT versus knockout, or time of 4OHT treatment).

#### RNA half-life analysis

Mapped RNA-seq reads (ERCC sequences were included as extra chromosomes for the mapping) were counted for each gene and ERCC using the–quantMode GeneCounts mode in STAR. Counts were normalized separately for each time point using the estimateSizeFactorsForMatrix function from DESeq2, then recombined. A single size factor was calculated for each time point to account for the overall decay of mRNAs. For this, the ratio of total mRNA counts to total ERCC counts (using the set of ERCCs with a mean of > 50 counts across all samples) was calculated for each sample. 

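Of the ERCC sequences, 34 had a mean above 50 counts. The ratio of total mRNA counts to their total was 348 ± 14.6 (SD, n = 3) in the mock samples of clone 5F at day 0 and 341 ± 15.2 (SD, n = 3) in those labelled day 4. In clone 7E it was 319 ± 5.59 (SD, n = 3) at day 0 and 153 ± 2.35 (SD, n = 3) at day 4, where each day 4 library lay below each day 0 library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). The median factors per time point, over both clones and days, were 0.649 at 120 min, 0.531 at 240 min and 0.438 at 360 min, relative to the mock samples. One factor per time point leaves the difference between the days of clone 7E out of the scaling.

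**Figure D2:**
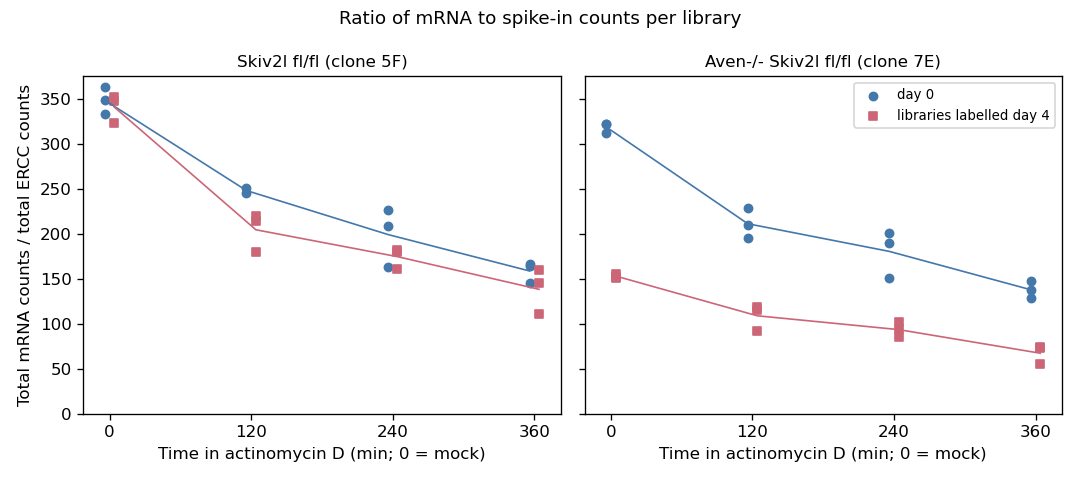
Ratio of total mRNA counts to total ERCC counts (vertical axis, no unit) against time in actinomycin D in min (0 is the mock sample), for clone 5F at the left and clone 7E at the right. Points are libraries and lines join the means; in clone 7E all 12 day 4 libraries lie below the day 0 libraries of their time.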

A median value (size factor) was then calculated for each time point, size factors scaled so that the size factor for time = 0 was 1, then all mRNA count tables for a given time point divided by the corresponding size factor.

Half-lives were then calculated by fitting a linear model for ln(normalized counts + 1) versus time, and using the formula t_1/2_ = -ln(2)/k, where k is the coefficient for time (i.e., the gradient of the linear fit in semi-log space). 

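Fitted here in the same way over 13718 genes, the median half-life was 289 min in clone 5F at day 0, 291 min in the libraries labelled day 4, 286.4 min in clone 7E at day 0 and 286.0 min at day 4. The medians of the authors' deposited half-lives over these genes were 307, 310.0, 302 and 302 min. For genes with over 100 normalized counts, the ratio to the authors' value had a median between 0.939 and 0.950, and the rank correlation of the decay rates was 1. The decay rates were higher here by a nearly constant amount across these genes, in clone 5F at day 0 by a median of 0.00875 per hour (percentiles 5 and 95 of 0.00845 and 0.00877), and in the other groups by 0.00752 to 0.00906 per hour. A difference in the factors that scale all genes of a library alike gives such a shift, and which factor differs was not resolved. A fit without the 360 min samples gave shorter medians, between 227 and 233 min.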

The residual standard error was also calculated, as a measure of fit.

#### CRAC sequence and structure motif analysis

Our approach was based on that described in (Welte et al., 2019). Filtered CRAC reads aligned to mRNAs robustly detected in ribosome profiling experiments were counted for 50 nt sliding windows (offset 10 nt) across the 5′ UTRs and CDSes of these transcripts. These windows were also folded *in silico* using RNAfold 2.1.5 (Lorenz et al., 2011) (including the option -g, to incorporate G-quadruplex formation into the prediction). A given “foreground” sample (e.g., AVEN) together with several control datasets (“background” samples, comprising MTR4, XRN1, RPS10 (a ribosomal protein) and TRIM71 (Welte et al., 2019) were analyzed, and for each dataset, counts converted to RPKM. Median RNA-seq RPKM values for our SKIV2L, XRN1 and MTR4 tagged mESCs were also extracted for each transcript, removing transcripts with < 10 RPKM. CRAC values were then divided by RNA-seq values to obtain enrichments for each window and foreground or background dataset. “Bound” windows were defined as those where the foreground enrichment was higher than any of the background enrichments, and at least 10 (i.e., 10x CRAC coverage versus RNA-seq coverage). The highest bound 5′ UTR and CDS window was then selected for each transcript (final foreground window set). Transcripts with fewer than six analyzed windows were excluded. As a control, windows were randomly selected from the same transcripts, requiring them to be within 400 nt of the foreground window set, and excluding the foreground window set. This process was repeated 100 times, to generate a 100 final background window sets.

For the final foreground and each final background window set, the total number of windows containing each possible 10-mer structural motif (based on the RNAfold output) or 6-mer sequence motif were counted. For each motif, the mean background total and its standard deviation were calculated, and used to calculate a z-score (foreground minus mean background occurrence, divided by background standard deviation). The z-score was plotted for each motif, versus its log_2_ total occurrence (foreground plus mean background). Motifs with a z-score magnitude > 2.5, and sufficiently high log_2_ total occurrence, were highlighted.

To compare SKIV2L CRAC data from WT and *Aven*^*−/−*^ cells, the same approach was used, except both rather than comparing the number of bound windows containing each structure/sequence motif to a randomly sampled set of windows, SKIV2L-bound windows for the two cell lines were compared directly.

#### CRAC/ribosome profiling at structured regions

For mRNAs robustly detected in ribosome profiling experiments, 50 nt non-overlapping windows were defined across the 5′ UTR and CDS, and folded *in silico* using RNAfold 2.1.5. Windows with a minimum free energy < −12 kcal/mol and continuous stretch of ≥ 10 paired nucleotides were selected, and extended by 96 nt either side. CRAC and ribosome profiling reads were piled up across these 242 nt windows, and these values normalized for each dataset and window to the window sum. Windows were then divided into 6 nt bins, and normalized counts summed for each bin and plotted.

#### CRAC/ribosome profiling for genomic windows

For this analysis, CRAC reads uniquely mapping to the genome were used. RNA-seq reads, and ribosome profiling reads that had been trimmed, quality filtered, size selected ([26,35] for monosome footprints, [45,70] for disome footprints and [21,70] for total input RNA), and filtered against rRNA and tRNA libraries, were mapped to the genome using STAR_2.5.0a (settings–runMode alignReads–outSAMtype BAM SortedByCoordinate–outFilterType BySJout–outFilterMultimapNmax 1–outFilterMismatchNmax 3–outSAMmultNmax 1–outSAMattributes NH HI NM MD AS nM–outMultimapperOrder Random–outSAMunmapped None–quantMode GeneCounts. CRAC, RNA-seq and ribosome profiling reads were then counted (in a strand specific manner) for 1 kb windows tiling the genome in both orientations, generated using bedtools (Quinlan, 2014).

Windows were also overlapped with protein-coding genes, or genes encoding abundant ncRNAs (e.g., rRNA, snRNA and snoRNA genes) but not lincRNAs. This enabled windows to be classified based upon whether they overlapped abundant ncRNAs, mRNA exons (sense orientation), mRNA introns (sense orientation), 1 kb regions upstream of mRNAs (sense orientation), mRNA exons (antisense orientation), mRNA introns (antisense orientation) or 1 kb regions upstream of mRNAs (antisense orientation), with priority given in that order (i.e., if a window overlapped an mRNA exon and a ncRNA, it would be classified as a ncRNA window). All other windows were classified as intergenic. GC contents, predicted minimum free energy (using RNAfold), potential small ORFs (sequences starting with ATG and ending with an in-frame stop codon), and average phyloCSF scores for these small ORFs, were also calculated for each window.

Window counts were then normalized using the DESeq2 function “estimateSizeFactorsForMatrix” (for RNA-seq and ribosome profiling) or to the minimum library size (for CRAC). Normalized counts were then log_2_ transformed, including a pseudocount of 4. Log_2_ fold changes were then calculated for *Aven*^*−/−*^ versus WT datasets, or comparing CRAC datasets (e.g., AVEN versus SKIV2L), as indicated. Genomic windows were also classified based on their SKIV2L CRAC counts in *Aven*^*−/−*^ versus WT, into the categories “down,” “slight change,” “up” and “strongly up.” This enabled log_2_ fold changes (e.g., comparing RNA-seq for *Aven*^*−/−*^ versus WT) to be median centered on the “down” category of windows, facilitating comparison of different data types. Where more than one batch was available for RNA-seq datasets, batches were merged by calculating mean values for each window at the end of the above procedure.

#### Ribosome profiling analysis

##### Preprocessing of Ribosome Footprints

Initial quality assessment of the sequencing reads was conducted based on the preliminary quality values produced by the Illumina pipeline 2.19.1 such as the percentage of clusters passed filtering (%PF clusters) and the mean quality score (PF clusters). Adaptor sequences were removed using cutadapt utility (Martin, 2011) with following options: -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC–match-read-wildcards. Next, trimmed read sequences were filtered by their size using an in-house Python script with following inclusive ranges: [26,35] for monosome footprints, [45,70] for disome footprints and [21,70] for total RNA. Smaller or larger fragments were kept separately and not used in further analysis. Finally, the reads were filtered for quality using fastq_quality_filter tool from the FASTX-toolkit with the following arguments: -Q33 -q 30 -p 80.

##### Mapping of Footprints to Mouse Genome

The preprocessed insert sequences were mapped sequentially to following databases: mouse rRNA, human rRNA, mt-tRNA, mouse tRNA, mouse cDNA from Ensembl mouse database release 91 (Flicek et al., 2013) and, finally, mouse genomic sequences (Genome Reference Consortium GRCm38.p2). In all but the final mapping against genomic sequences, bowtie version 2.3.0 (Langmead and Salzberg, 2012) was used with the following parameters: -p 2 -L 15 -k 20–no-unal,

After each alignment, only reads that were not aligned were used in the following mapping. For further analysis, only alignments against mouse cDNA were used, unless specifically stated otherwise. For each query sequence, only alignments with maximum alignment scores were kept.

Separately from this sequential alignment strategy, trimmed and filtered total RNA sequences from each sample were also directly aligned against the mouse genome. This mapping and the final mapping of the sequential alignment strategy were performed using STAR version 2.5.3a (Dobin et al., 2013) with the following parameters:

--runThreadN 6 --genomeDir=mouse/star/Mmusculus.GRCm38.91
--readFilesCommand zcat --genomeLoad LoadAndKeep
--outSAMtype BAM SortedByCoordinate Unsorted
--alignSJDBoverhangMin 1 --alignIntronMax 1000000
--outFilterType BySJout --alignSJoverhangMin 8
--limitBAMsortRAM 15000000000

The output of this alignment was used to estimate expressed transcript models out of all models contained in Ensembl mouse database release 91. To this end, we used StringTie version 1.3.3b (Pertea et al., 2015) to estimate the number of fragments per kilo base of exon per million fragments mapped (FPKM) for each transcript, with the following parameters:

-p 8 -G Mmusculus.GRCm38.91.gtf -A gene_abund.tab
-C cov_refs.gtf -B -e

The resulting FPKM estimate information was parsed with an in-house Python script to identify transcripts which had an FPKM > 0.2 and an isoform abundance fraction > 0.05 in at least 2 samples. A database of expressed transcripts based on this filtering was used in further analysis. Among those, genes that were estimated to have a single expressed isoform were annotated as single transcript genes.

##### Quantification of Footprint Abundance/Density

Abundance of mRNA and monosome or disome protected fragments was estimated per gene as described in (Janich et al., 2015). For this quantification, only reads that were mapped uniquely to a single gene and only to transcripts that were identified to be expressed (see Mapping of Footprints to Mouse Genome) were used. We used a limited size range of disome fragments (56-64 nt), as this facilitated subsequent A-site assignment and high-resolution analysis of stall sites.

Read counts of total RNA and RPF were normalized with upper quantile method of R package edgeR v3.16.5 (Robinson et al., 2010). Prior to normalization, transcripts which did not have at least 10 counts in at least one third of the samples were removed from the datasets. For better comparability between datasets, RPKM values were calculated as the number of counted reads per 1000 mappable and countable bases per geometric mean of normalized read counts per million. Genes that had an average total RNA RPKM > 5 were designated as robustly expressed.

Ribosome densities (alternatively known as translational efficiencies, TE) were then calculated as the ratio of footprint-RPKM to total RNA-RPKM for monosomes and disomes per sample. For most analysis downstream, densities were log_2_ transformed. Significant changes in abundances of total RNA, monosomes and disomes between control and treated samples were assessed by DESeq2 package for the R statistical environment (Team, 2013). Significant changes in densities of monosomes and disomes between control and treated samples were assessed by R package xtail. The false discovery rate (FDR) adjusted p values were used to identify statistically significant changes at 0.05 FDR.

##### Monosome and Disome Positions on Transcripts

For total RNA and RPF reads that were counted toward genes, we have also tracked the position of the reads relative to the 5′ end of its corresponding transcript. For total RNA reads and monosome footprints we have used the 5′ end of the reads and the estimated A-site of the ribosomes, respectively, as described in (Janich et al., 2015). For disome footprints we have established an empirical offsetting scheme based on the size and the frame (relative to the main CDS) of the footprints. We estimated the A-site of the pausing ribosome at the disome site by adding 45, 44, or 43 to the map position of the 5′ end of 58nt-long foot- prints that were at 1st, 2nd or 3rd frame, respectively. Similarly, we used the following offsets for 59nt, 60nt, 62nt and 63nt long disome footprints, respectively: [45, 44, 46], [45, 44, 46], [48, 47, 46], [48, 47, 49]. These coordinates then were converted into Wiggle Track Format (WIG) by in-house Python scripts.

##### Ribosome profiling versus CRAC for uORFs

uORFs were defined using our ribosome profiling data, as described in (Castelo-Szekely et al., 2019). Briefly, transcripts that are the only protein-coding isoform expressed were used (n = 7593), so that footprints can be unambiguously assigned to the 5′ UTR. uORFs were annotated based on the following criteria: 1) started with AUG, 2) had an in-frame stop codon within the 5′ UTR or within the CDS (overlapping uORFs) and 3) were at least 6 nt long (including the stop codon).

CRAC and ribosome profiling reads overlapping with uORFs and main CDSes were counted, and normalized to 100000 for each sample. To group uORFs by AVEN occupancy in WT cells, AVEN uORF CRAC was normalized to uORF ribosome profiling counts in WT cells, then uORFs classified by this value (low ≤ 5; medium > 5 and ≤ 20; high > 20). Differential uORF translation for *Aven*^*−/−*^ versus WT cells was then calculated by normalizing uORF ribosome profiling counts to main CDS ribosome profiling counts for the two cell lines, then calculating a log_2_ fold change.

A similar approach was used to compare SKIV2L binding to uORFs in *Aven*^*−/−*^ versus WT cells, whereby SKIV2L uORF CRAC counts were normalized to main CDS ribosome profiling counts (to account for changes in overall mRNA translation) before calculating a log_2_ fold change for *Aven*^*−/−*^ versus WT. Only uORFs with at least 20 counts per 100k for either SKIV2L in WT, or SKIV2L in *Aven*^*−/−*^, were used. Additionally, the main CDS was required to have at least 2 counts per 100k for monosomes in both WT and *Aven*^*−/−*^ conditions. The rationale here was to only include uORFs where uORF:CDS ratios could be calculated without being dominated by noise/background.

### Data and Code Availability

The accession number for the sequencing data reported in this paper is GEO: GSE134020. R code and scripts used for analysis are available upon request. Original western blots were deposited in Mendeley Data and are available at https://data.mendeley.com/datasets/c6zdfw957p/1

How the deposited data were processed for this re-analysis (not part of the article)

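The processed files hold the half-life experiment as counts per library and the other experiments as the authors' own comparisons. The half-life experiment comprised 47 libraries of 2 mESC lines, the Skiv2l fl/fl clone 5F and the Aven-/- Skiv2l fl/fl clone 7E, at day 0 and day 4 of 4OHT and at 0 (mock), 120, 240 and 360 min of actinomycin D, with 3 libraries per group and 2 for clone 5F at day 0 and 120 min. The remaining replicate of that group was not analysed here. The paper calls the replicates of this experiment technical, so their spread does not hold the variation between independent cultures or clones. The paper gives 5 µM actinomycin D and the sample labels 5 µg/µl. Each column of counts was matched to its sample by its name, and 0 columns of per-sample values were left unused.

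The authors mapped the reads to GRCm38 with ERCC sequences added, kept uniquely mapped reads, counted them per gene and deposited the counts without normalization. Reads that map equally well to several near-identical histone genes were left out by that step, so single histone genes are uncertain, and overlapping or antisense genes can share reads because the libraries do not keep the strand. The authors' deposited relative binding values are ratios of pooled, scaled CRAC counts. The authors' deposited RPKM values come from RNA-seq of the tagged lines. The authors' deposited log2 fold changes and adjusted p-values come from DESeq2, and for SKIV2L CRAC in Aven-/- cells from a model with an interaction term for RNA levels. The authors divided the SKIV2L ratio by RPKM to make a further score, used here only as an alternative. The deposited half-lives, in min, are a score from the slope of ln(normalized count + 1) on time and are negative where a gene did not decay. The copy of Table S3 among the supplementary files held 939 mRNAs and the deposited table 7240, so the former served only to compare half-lives of named genes.

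The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Of the 53380 genes, 53274 were given a symbol from the Gencode M21 annotation of GRCm38, which is the build used by the authors in a later annotation release. Size factors were computed within each time point, and 1 spike-in factor per time point, the median ratio of total mRNA to ERCC counts relative to the mock samples, was taken from the 34 ERCC sequences with a mean above 50 counts. Normalized counts were divided by the size factors and multiplied by this factor, whereas the paper writes of a division. Genes were kept by edgeR's filterByExpr. A change in decay was the interaction of time with day of 4OHT in edgeR's quasi-likelihood test, in each clone alone, with a Benjamini-Hochberg threshold of 0.05. The difference between the clones was a further interaction term over all libraries. Mock levels were compared by the same test. Gene sets were tested by fry on these fits, with adjustment over the 5 sets: histone genes, the 5% of mRNAs with the largest SKIV2L or AVEN relative binding, and the mRNAs with an adjusted p under 0.05 and a log2 fold change of SKIV2L CRAC over 0.5. Half-lives were fitted with a pseudocount of 1.

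The design, the alternatives and the rule for named genes were fixed before the data were examined, except for 2 alternatives, a library batch term and time points as levels, 1 set, the SKIV2L-bound mRNAs in clone 7E, and the adjustment of the set tests within each alternative, which were chosen after seeing the data. The named genes are those the paper names in its claims on these experiments, the 5 genes per clone with the largest change in decay among those past the threshold with a mean of at least 100 counts and the same sign with each replicate left out, and the 3 histone genes with the highest mean count. The alternatives were each library's own spike-ins or TMM for scaling, DESeq2, limma, other filters on low counts, a replicate block, each replicate or time point left out, and other definitions of the sets.

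Total counts ranged from 24540658 to 34208466 per library, so depth differed little between groups. Between replicate libraries, the chi-square per gene was at least 2.98, so no library was treated as a copy of another. The count tests were tested on simulated data with 200 changed genes per comparison: between 96.5% and 100% were recovered, with 5 to 15 false calls. The simulated changes were 0.25 log2 per hour in decay and 1 log2 in mock levels. The recovery of smaller changes was not tested. The simulated decay followed a straight line in time, with a fixed spread and no library batch. The recovery thus does not carry over to genes with curved decay or to the batch seen here. In clone 5F, Hist2h2ac changed by 1.12 log2 per hour (standard error 0.308) and was not called (adjusted p = 0.286 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The half-life fit was tested on 5000 simulated genes and gave a median ratio of 1.01 to the simulated value. CRAC and ribosome profiling libraries, and the counts behind the authors' RNA-seq comparisons, were not analysed here, so correlations with those tables carry no replicate error.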

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

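All tests of explanations in this part were chosen after the results were seen.

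The ratio of total mRNA counts to ERCC counts changed with 4OHT in one clone and hardly in the other. Between day 0 and day 4 it changed by -1.002 on the log2 scale in clone 7E and by -0.17 in clone 5F, a difference between clones of -0.83 (permutation test within clone and time, two-sided, 100000 permutations, p = 0.00032). The paper calls the replicates technical, so this p measures the spread between libraries. It does not measure the spread between independent 4OHT treatments. In clone 7E, 12 of 12 day 4 libraries lay below every day 0 library of their time, which argues against a few deviating libraries. The median total counts of day 4 were 0.993 times those of day 0, which argues against sequencing depth. Less RNA per well, from fewer cells or less RNA per cell, and more spike-in per well would both give the observed change of -1.002 and cannot be told apart, because the cell number per well is not in the counts. An effect of the genotype or of the clone stays open as well, since each genotype is 1 clone. The paper does not report the ratio by clone.

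In clone 7E, 85 genes decayed faster at day 4 than at day 0, a group outside the stabilized transcripts that the paper discusses. All 11 genes that decayed faster in clone 5F were among them, and 83 of the 83 tested in clone 5F had a negative change there. The difference between the clones was tested for every gene and 0 passed the threshold, with 503 at an unadjusted p under 0.05. Among the genes with the lowest p, chosen after their values were seen, Nupr1 changed by -0.37 log2 per hour, Aars by -0.15, Aldh18a1 by -0.20 and Nars by -0.15. With the library batch in the model, 85 of the 85 were still called, which argues against that batch. Without the mock samples 30 were still called and 54 were not, all 84 tested being negative. With each library's own spike-ins 33 were still called and 52 were not, all 85 being negative. After removal of the trend with transcript length and GC content, 66 were still called and 19 were not. For the genes still called under a setting, this argues against its explanation as the whole cause. For the genes no longer called, the lost call decides nothing: with each library's own spike-ins their median change went from -0.0997 to -0.0796 log2 per hour, while their median standard error rose from 0.0185 to 0.0297 and the median of all genes moved to 0.0189, and without the mock samples their median change went from -0.103 to -0.0779 and the standard error from 0.02 to 0.0258. For these genes the explanations were not tested by the calls and stay open. The 20 aminoacyl-tRNA synthetase genes tested were all negative in both clones (medians of -0.07 and -0.05 log2 per hour; fry p = 4.16e-08 in clone 7E, n = 12 and n = 12 libraries, and 1.98e-07 in clone 5F, n = 11 and n = 12). With each library's own spike-ins, 19 of the 20 were negative in clone 7E, with 6 called, and 20 in clone 5F, with 0 called. That list was written after some of its genes had been seen among the calls, so the p is no independent evidence. In the mock libraries, 69 of 84 tested genes were higher at day 4 and 5 lower. With each library's own spike-ins, 13 were higher and 60 lower, while the median of all genes moved to -1.10. A scaling shifts all genes of a library alike, so it leaves positions relative to the median of all genes nearly unchanged. With either scaling, 75 of the 84 lay above that median. Relative to the other genes most were thus higher, and a candidate explanation is higher transcription before the shut off. Because the genes had been chosen for their decay, this does not decide between a change in transcription and a change in decay.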

How the results depend on the processing

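Histone mRNAs had a positive median change in decay in both clones under every alternative run, except in clone 5F without the mock samples. Their fry test was less stable. Before adjustment it was past the threshold in 13 of 18 alternatives in clone 5F and in 15 of 18 in clone 7E, and in clone 5F one of these was the fit without the mock samples, of the opposite direction. Adjusted over 5 sets within each alternative, a step chosen after seeing the data, it was past the threshold in 8 of 18 in each clone. With the SKIV2L-bound mRNAs of clone 7E counted as a further set, chosen after seeing the data, the adjusted p of the histone mRNAs was 0.0591 in both clones. The SKIV2L-bound mRNAs of clone 5F had medians from -0.0144 to 0.00355. Those of the AVEN-bound mRNAs lay between -0.00614 and 0.0238, and those of the SKIV2L-gaining mRNAs between -0.00428 and 0.0245. The medians largest in size came with each library's own spike-ins. With that scaling the median of all genes moved to -0.0108 in clone 5F and 0.0189 in clone 7E. The numbers of genes called depended on the setting. Beyond what the settings' construction shows (fewer samples or fewer genes), the cause was not tested.

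In clone 5F, where 35 genes were slower and 11 faster, DESeq2 called 21 and 29. The fit without the mock samples called 3 slower, that without the 240 min samples 4 slower and 6 faster, and that without the 360 min samples 5 faster. Limma called 0 slower with a pseudocount of 1 and 0 with 0.5 (234 and 239 at an unadjusted p under 0.05). Each library's own spike-ins left 4 faster, and all half-life samples in 1 fit gave 20 faster. Of the settings chosen after seeing the data, the library batch term gave 26 faster, and time points as levels gave 96 slower and 69 faster. Across the 3 fits that each left out one replicate, 5 to 9 genes were slower and 0 to 2 faster (260 at an unadjusted p under 0.05 where it was 0).

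In clone 7E, where 82 genes were slower and 85 faster, DESeq2 called 171 faster, no filter on low counts 56 faster, each library's own spike-ins 33 faster, and all samples in 1 fit 151 faster. Without the 360 min samples 50 were slower and 42 faster, without the 120 min samples 127 and 132, and without the 240 min samples 36 and 51. Without the mock samples 138 were slower. Limma called 38 slower with a pseudocount of 1 and 37 with 0.5. Time points as levels gave 558 slower and 466 faster. Leaving out one replicate gave 18 to 34 slower and 22 to 38 faster.

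The histone median in clone 5F was -0.24 log2 per hour without the mock samples (adjusted p = 0.0128, fry on the edgeR fit), since day 0 counts had already fallen to 1.05% at 120 min. It was 1.10 without the 240 min samples (adjusted p = 0.172), 0.39 by limma with a pseudocount of 1 (adjusted p = 0.31) and 0.42 with 0.5 (adjusted p = 0.27), and 0.946 to 1.16 with one replicate left out (adjusted p from 0.134 to 0.305). In clone 7E it was 0.17 without the mock samples (adjusted p = 0.0502), 0.65 without the 120 min samples, 0.43 by limma with a pseudocount of 1 (adjusted p = 0.251) and 0.903 to 1.01 with one replicate left out (adjusted p from 0.134 to 0.305). Camera called the histone mRNAs of both clones with the preset and with the estimated correlation, as fry did before adjustment. Of the other sets, the preset correlation called the SKIV2L-bound mRNAs of clone 7E (median -0.0266), and the estimated correlation and fry did not. DESeq2 has no fry, so no set was tested with it.

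The SKIV2L-bound median was 0.00300 without the 360 min samples and -0.00922 to 0.00355 with one replicate left out. In clone 7E the SKIV2L-bound median was negative in all 20 further alternatives, from -0.0300 to -0.00681, with 0 at an unadjusted p under 0.05. The AVEN-bound median was -0.00584 without the 360 min samples, -0.000707 without the 120 min samples, 0.0187 without the mock samples (adjusted p = 0.0502) and -0.00614 to 0.00595 with one replicate left out. The SKIV2L-gaining median was -0.00428 without the 360 min samples and 0.00350 with time points as levels (adjusted p = 0.0407).

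The correlation of SKIV2L relative binding with the change in decay in clone 5F was 0.0765 by Pearson, 0.0316 without the 360 min samples and -0.272 to 0.0277 with one replicate left out. That of AVEN in clone 7E was 0.0687 by Pearson, -0.0568 without the 360 min samples, 0.144 without the mock samples and -0.0363 to 0.0257 with one replicate left out. That of the change of SKIV2L CRAC was 0.14 by Pearson, 0.19 without the 360 min samples, 0.15 without the mock samples and 0.15 to 0.27 with one replicate left out.

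The difference between the clones gave 0 genes (219 slower and 284 faster at an unadjusted p under 0.05). Each library's own spike-ins gave 1 slower in clone 7E, DESeq2 2 slower and 2 faster, the fit without the mock samples 3 slower, that without the 120 min samples 2 faster, the library batch term 1 slower and 4 faster, and time points as levels 3 slower and 3 faster. Between the clones at day 0, where 5 were slower and 1 faster, each library's own spike-ins gave 0 and 0 (280 and 371 at an unadjusted p under 0.05), DESeq2 30 and 7, no filter 1 slower, the fit without the 360 min samples 0 slower (167), that without the mock samples 16 and 11, that without the 240 min samples 0 and 0 (399 and 456), time points as levels 286 and 53, and leaving out one replicate 0 to 0 in both directions (216 to 306).

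In the mock libraries of clone 7E, the main fit gave 3390 genes higher and 3184 lower at day 4. In the mock libraries, each library's own spike-ins gave 1061 higher in clone 5F. In clone 7E that scaling gave 255 higher and 14718 lower, and the median of all genes moved to -1.10. One replicate left out gave 1100 to 2260 higher and 772 to 2172 lower in clone 5F, and 1962 to 2809 lower in clone 7E. Median half-lives without the 360 min samples were 232 min and 232 min in clone 5F and 227 min and 233 min in clone 7E, and 322 min for clone 7E at day 4 with its own spike-ins.

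For the authors' deposited comparisons, the correlation of SKIV2L relative binding with RNA-seq was 0.18 by Pearson, 0.17 at a median RPKM of at least 5 and 0.17 with RNA-normalized binding at day 2. At day 4 it was 0.16 by Pearson and 0.34 over called mRNAs, and at day 6 -0.0798 by Pearson, -0.00996 over called mRNAs and -0.0761 with RNA-normalized binding. That of AVEN with SKIV2L CRAC was 0.22 at a median RPKM of at least 5, and with RNA-seq 0.11 by Pearson and 0.10 at that RPKM. In the double knockout at day 2 that of AVEN was 0.14 at that RPKM and 0.28 over called mRNAs, and that of the change of SKIV2L CRAC was 0.13 by Pearson and 0.23 over called mRNAs.

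Among the single-gene values that were followed over the alternatives, most reversals came without the mock samples. In clone 5F these were Ifrd1 (-0.0151), Hist1h1a (-0.18), Hist1h1b (-0.53), Hist1h1d (-0.38), Hist1h2al (-0.17), Hist1h2bm (-0.37), Hist1h2bb (-0.0687) and Hist1h3a (-0.34), and in clone 7E Hist1h1b (-0.0410). In the mock libraries, Skiv2l of clone 5F lay at -0.0623 to 0.0379 with one replicate left out, and Hist1h1a of clone 7E at -0.0379 with each library's own spike-ins. Of the other single-gene values followed, 353 kept their direction and side of the threshold, 80 lost the threshold and 13 passed it. Some changes in decay that were not followed also changed sign with one replicate left out. Among them were Skiv2l in clone 5F (-0.0247 to 0.00488) and Pdia4 in clone 7E (-0.019 to 0.0111).

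The labels give the groups the same replicate numbers. The numbers do not pair the libraries over all times: of 23 pairs of same-numbered libraries, the 6 pairs of mock libraries all had a negative correlation, and 13 of the 17 pairs at 120 to 360 min had one over 0.1, with a range over all pairs of -0.40 to 0.63. At these later times 1 library per group stands apart by its number, which the library batch term takes up. With the replicate block the histone medians were 1.04 in clone 5F and 0.98 in clone 7E, with an adjusted p = 0.0668 by fry on the edgeR fit in both, no longer past the threshold, and with the library batch term the adjusted p = 0.0558 in both. With that block, 26 genes were slower and 10 faster in clone 5F and 65 and 66 in clone 7E, and between the clones at day 0 2 were faster.

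The depth, at least 24540658 counts per library, limits histone genes at day 0, where few counts are left at the later times, and Aven in clone 7E, with a median of 1.08 CPM.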

Differences from the paper's values

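Of the values compared, 0 differed from the paper's by more than 1.5 times in the fit as set before the data were examined. The half-lives of Aven, Calr, Ifrd1, Trim28 and Dnmt1 lay within that bound in all 4 groups of clone and day. In the fit without the 360 min samples, 4 half-lives did differ by more: Calr at day 0 was 287 min in clone 5F and 308 min in clone 7E (the paper's values are 438 and 474 min), and Aven was 440.0 min at day 0 of clone 5F and 141 min at day 4 of clone 7E (the paper's values are 680.3 and 223 min). The paper counts 1856 mRNAs with higher, 2019 with lower and 2373 with unchanged SKIV2L binding in Aven-/- cells, and the deposited table gives 2225, 2318 and 2697 at the same threshold. The paper's counts are for the mRNAs in its plot of monosome and disome densities. How these were filtered is not known here, so the counts cover different sets of mRNAs.

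The paper states that highly SKIV2L-bound transcripts are stabilized upon Skiv2l knockout. No definition of that group was found in the paper's text, so the 5% cut used here can give a different group. For the 5% of mRNAs with the largest SKIV2L relative binding, the median change in decay was -0.00253 log2 per hour (adjusted p = 0.991, fry on the edgeR fit). Over 18 alternatives the adjusted p ranged from 0.29 to 0.999, and 0 were past the threshold. In clone 7E, where Skiv2l counts fall, the same set had a median of -0.0266, toward faster decay, a comparison chosen after seeing the values (adjusted p = 0.27 over 6 sets, fry on the edgeR fit). The paper names Calr and Pdia4 as stabilized. Their half-lives were longer in the libraries labelled day 4, and the adjusted p of the change was 1 for both, with a range over the alternatives from 0.183 to 1 for Calr and from 0.496 to 1 for Pdia4.

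The paper states that AVEN and SKIV2L targets are stabilized in the double knockout. The AVEN-bound mRNAs had a median change of 0.00337 log2 per hour (adjusted p = 0.991, fry on the edgeR fit). The setting without the mock samples gave 0.0187, with an unadjusted p under 0.05 and an adjusted p = 0.0502, and the alternatives ranged from 0.0502 to 0.999. The mRNAs that gain SKIV2L binding had a median of 0.00353 (adjusted p = 0.991), with alternatives from 0.0407 to 0.999. The adjusted p = 0.0407 came with time points as levels, a setting chosen after seeing the values. Across mRNAs, the change of SKIV2L CRAC and the change in decay had a Spearman correlation of 0.26, in the direction of the paper's statement, and it was positive under each alternative run, with 0.14 by Pearson and 0.15 without replicate 2 or without the mock samples. Ifrd1 in clone 7E had an adjusted p of 0.151. It passed the threshold with each library's own spike-ins (0.0469), without the 120 min samples (0.0222) and with time points as levels (4.54e-05, chosen after seeing the values), and the alternatives ranged up to 0.632.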

Other observations

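The tests of explanations in this part were chosen after the results were seen.

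Skiv2l counts in the mock libraries of clone 5F did not fall at day 4. The log2 fold change was -0.00993 (standard error 0.05), and the loss of exons 11 to 17 alone would give -0.38. The measured value lies more than 2 standard errors above that, which argues against loss of the exons with an unchanged number of transcripts. In the same clone the lowest summed histone normalized count at 120 min among libraries labelled day 4 was 45680, and the highest at day 0 was 1464, which argues against libraries labelled day 4 that come from untreated cells. A change in the amount of truncated Skiv2l transcript stays open and was not tested. At day 0, before 4OHT, the mock libraries had 148 ± 0.289 CPM of Skiv2l in clone 5F and 33.6 ± 2.46 in clone 7E (SD, n = 3 each). The clones thus started from unequal Skiv2l levels, and the cause was not tested. In the authors' deposited table the log2 fold change of Skiv2l in the single knockout is -0.39 at day 4. That comparison pools clone 5F with a further clone, so it is not a second measure of clone 5F alone.

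At 120, 240 and 360 min, 1 library per group stood apart from the other libraries of its group. It was replicate 1 at 120 min, replicate 2 at 240 min and replicate 3 at 360 min, and the first principal component held 53.0% of the variance within groups. The library with the highest value was the same-numbered one in 12 of 12 groups of clone, day and time, which argues against an effect of 4OHT or genotype. The number of this library changed with time, which argues against a property of the replicate number. Same-numbered libraries of a group had a median correlation across times of -0.18, which largely restates that change and is no separate test. The share of mt-Rnr2 in these libraries was 0.214% to 0.664%, and in the other libraries of these times 1.18% to 3.07%. In 12 of 12 groups this library also had the lowest mRNA to ERCC ratio of its group, so a library batch that also shifted the spike-in share stays open as a candidate explanation. Whether less mRNA or more spike-in lies behind that shift was not tested.

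Other splits of the same libraries were fitted to see how often they gave a result as large. In clone 5F, 1 of 100 splits, the real one, gave as many genes with a changed decay, and 1 of 100 gave as large a histone median. In clone 7E, 2 of 100 splits gave as many genes, and 1 of 100 as large a histone median. The other split of clone 7E gave 598 genes and set all the deviating libraries of 240 and 360 min on one side. With the library batch in the model it gave 138 genes, compared with 107 slower and 123 faster genes for the real split. For the SKIV2L-bound mRNAs in clone 5F, 77 of 100 splits gave as large a median, for the AVEN-bound mRNAs in clone 7E 52 of 100, and for the mRNAs that gain SKIV2L binding 13 of 100. For the SKIV2L-bound mRNAs in clone 7E, whose median was -0.0266, it was 6 of 100. For the difference between the clones, any split reaches a count of 0, so the 100 of 100 splits say nothing, and 1 of them gave 1061 genes. In the mock libraries 1 of 10 splits gave as many genes in each clone, and 10 splits cannot give a smaller share.

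At day 0, 5 genes decayed more slowly in clone 7E than in clone 5F and 1 faster (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). They were named after their values were seen: Esco2, Med4, Ska3, Zmynd19 and Stk17b were slower, and Aven was faster. Aven is the gene deleted in clone 7E, where its raw counts at day 0 lay between 18 and 88 per library. Its change is thus that of the transcript left after the deletion. Of the splits of these libraries, 1 of 100 gave as many. For the other genes, clone and genotype cannot be separated.

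The histone mRNAs had a median log2 fold change of 0.69 between day 0 and the mock libraries labelled day 4 of clone 5F, in which Skiv2l counts did not fall, and of -0.04 in the authors' deposited table of the RNA-seq at day 4 of the single knockout. The first value covers 61 histone genes of clone 5F alone. The second covers 50 histone mRNAs and pools clone 5F with a further clone. The difference was not tested, and neither was a cause.

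The histone mRNAs had RPKM values in the tagged SKIV2L line that were, by the median of their ratios from the authors' deposited table, 0.915 times those of the tagged XRN1 line and 1.08 times those of the tagged MTR4 line. An untagged line was not analysed here.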
